# Host–Botrytis co-transcriptomics reveals finely tuned interactions with closely related legumes

**DOI:** 10.1093/g3journal/jkag125

**Published:** 2026-05-12

**Authors:** Anna Jo Muhich, Ritu Singh, Cloe Tom, Celine Caseys, Karishma Srinivas, Lucca Faieta, Brooke Grabbe, Daniel J Kliebenstein

**Keywords:** comparative co-transcriptomics, legumes, necrotrophic fungal pathogenesis, network biology, transcriptional plasticity, Fungal 2026

## Abstract

Generalist pathogens infect diverse plants, yet how these interactions differ across hosts is poorly understood. Here, we conduct a molecular analysis of a generalist pathogen interacting with closely related hosts. A co-transcriptomic framework is used to dissect host–pathogen interactions between the generalist necrotroph *Botrytis cinerea* and 2 closely related legume hosts, common bean (*Phaseolus vulgaris*) and cowpea (*Vigna unguiculata*). Using 72 diverse Botrytis isolates, we quantified lesion development alongside host and pathogen gene expression. Although lesion formation was driven primarily by pathogen genetic variation, transcriptomic responses in both host and pathogen exhibited significant host × isolate interactions. This indicated that extensive, fine-scale transcriptional plasticity created similar disease outcomes. Botrytis genes showing host-specific expression were enriched for cell wall–modifying enzymes and some specialized metabolic genes, indicating greater host responsiveness of these core virulence mechanisms than previously appreciated. Co-expression network analysis in both host and pathogen further showed that in both organisms, gene membership for individual networks is restructured in response to genetic diversity. Both legume species exhibited extensive isolate-dependent transcriptional reprogramming, with approximately two-thirds of expressed host genes responding to pathogen diversity. While conserved defense pathways such as jasmonate/ethylene signaling and phenylpropanoid metabolism were upregulated in both hosts, the specific genes in the networks differed markedly, highlighting lineage-specific rewiring of defense strategies. These results suggest that generalist pathogen success is underpinned by pervasive gene expression plasticity in both host and pathogen, allowing similar phenotypic outcomes to emerge from highly divergent molecular states.

## Introduction

Plant species rely on a diverse range of defensive strategies to defend against pathogens. These defenses are frequently multifunctional, allowing them to act against diverse pathogens. For example, chemical defenses like individual glucosinolates and monolignols, as well as physical defenses like callose deposition simultaneously provide resistance to multiple bacterial and fungal pathogens, both generalists and specialists, as well as insect herbivores (Liu et al. 2021; Ninkuu et al. 2022; Wang et al. 2021). Diverging plant species will often occupy different environmental niches that differ in the challenging pathogen populations, creating pressure on each species to separately optimize their defense portfolio. This can include changes in their specific defense strategies and/or signaling pathways controlling these defenses. Across distantly related species, SA (salicylic acid) and JA (jasmonic acid) signaling generally function as key response pathways to diverse biotic attackers. However, the production of the signals, the connectivity between the pathways, and the distinct downstream outputs often vary dramatically (Wang et al. 2015; Monte 2023). While this defense system variation occurs across distantly related species, the degree to which defense pathways vary between closely related plant species remains understudied.

How generalist pathogens successfully infect the broad range of hosts they encounter remains a compelling question. Key infection mechanisms include the production of digestive enzymes (Li et al. 2004), effector proteins that induce necrosis (Barrett and Heil 2012), enzymes that neutralize reactive oxygen species (López-Cruz et al. 2017), or phytotoxic metabolites (Colmenares et al. 2002). However, to infect many hosts, a generalist must either respond to the diversity of specialized defenses and shifts in host defense signaling or evade these defenses entirely. This suggests that successful generalists could rely on highly flexible or inducible counter-defense strategies that function across diverse host contexts. Somewhat counterintuitively, such flexibility implies generalists may deploy inducible specialized mechanisms that are expressed on specific hosts. There is some evidence for this in generalist pathogens, including specific defense metabolite efflux transporters (Stefanato et al. 2009). Recent studies have demonstrated extensive generalist pathogen transcriptional reprogramming when colonizing distinct hosts, including *Fusarium virguliforme* on maize and soybean (Baetsen-Young et al. 2020), *Sclerotinia sclerotium* on 6 eudicot families (Kusch et al. 2022), and *Botrytis cinerea* on 10 eudicot species (Singh et al. 2025). However, given the diversity of eudicot hosts, it remains unclear how finely tuned a generalist pathogen's virulence mechanisms are when comparing closely related host species infected by the same generalist pathogen.

To measure how host responses shift between closely related host plants and how a generalist pathogen compensates, we focused on the *B. cinerea*-legume pathosystem. *B. cinerea*, hereafter Botrytis, is a globally dispersed generalist fungal necrotroph with a host range spanning >1,400 land plant species, including vascular and nonvascular plants (Elad et al. 2016). Botrytis has extensive genome-wide sequence diversity that underlies complex quantitative disease outcomes across its many hosts (Rowe and Kliebenstein 2007; Fekete et al. 2012; Walker et al. 2015; Mercier et al. 2021; Caseys et al. 2021). Botrytis employs a wide array of virulence mechanisms, including phytotoxic metabolites, cell wall–degrading enzymes, and cell death–inducing proteins (Colmenares et al. 2002; Zhu et al. 2017), many of which exhibit substantial functional redundancy (Dalmais et al. 2011; Leisen et al. 2022). Further, alongside growing recognition that gene expression plasticity contributes to the success of generalist pathogens, increasing evidence indicates that Botrytis also undergoes extensive transcriptional reprogramming in response to different hosts. When Botrytis gene expression was compared on wild-type *Arabidopsis thaliana* vs SA/JA signaling mutants, 45% to 74% of the detectable Botrytis transcriptome was differentially expressed across host genotypes (Zhang et al. 2019). Much of its expression variation was attributable to differences in Botrytis isolate and was largely controlled in trans, suggesting coordinated regulatory programs rather than gene-by-gene responses (Krishnan et al. 2023). In some fungi, including Botrytis, it is possible to simultaneously measure host and pathogen transcriptomes during infection using a co-transcriptomic approach. This framework has been previously applied in Arabidopsis, revealing correlated host–pathogen gene co-expression networks and identifying novel mechanisms underlying the Arabidopsis–Botrytis interaction (Zhang et al. 2019). Co-transcriptomics in Botrytis therefore provides a powerful platform for dissecting the reciprocal strategies of host and pathogen during infection and can be extended to other agronomically important hosts.

Among Botrytis's many hosts are the Fabaceae or legume family in the rosids clade. Legumes are a widely grown crop and are of growing importance for sustainable agriculture (Voisin et al. 2014). Common bean (*Phaseolus vulgaris*) and cowpea (*Vigna unguiculata*) are 2 closely related agronomically important legumes, diverging ∼10 Mya (Moghaddam et al. 2021). As known Botrytis hosts, they provide a model for comparing host response specificity of closely related plants when challenged with the same pathogen. Legumes represent the third largest plant family and display a massive diversity of potentially toxic specialized metabolites, including alkaloids, nonprotein amino acids, cyanogens, peptides, phenolics, polyketides, and terpenoids (Wink 2013). In common bean and cowpea, both species likely use flavonoids and other phenolic compounds for defense, but comprehensive metabolomic studies for these species are minimal (Perez De Souza et al. 2019). Due to the large diversity of legume bioactive metabolites, it is possible that their respective defense strategies diverge in the specialized metabolic pathways they utilize against the same pathogen.

In this study, we used the legume–Botrytis pathosystem to map the host-specific aspects shaping the interaction when comparing closely related hosts. This involved first measuring Botrytis virulence on different genotypes of legumes. Lesion sizes were quantified using 72 diverse *B. cinerea* isolates on 4 genotypes each of common bean and cowpea. For a molecular investigation, the co-transcriptomes of all 72 diverse Botrytis isolates and 1 genotype each of common bean and cowpea were measured during infection. This provided a map of how gene expression patterns in both the host and pathogen contribute to virulence, as well as the identification of Botrytis genes regulated in a host-specific manner across diverse isolates.

## Results

### Lesion size and phenotypic variation

We measured Botrytis lesion formation on cowpea and common bean to test how the difference between closely related hosts may influence host–Botrytis interactions. A total of 72 diverse Botrytis isolates were individually inoculated on leaves from 4 representative genotypes each of common bean and cowpea (Fig. 1). These isolates are known to drive disease outcomes on alternative hosts (Caseys et al. 2021; Singh et al. 2025) and are used to distinguish stable host responses vs those conditional on pathogen variation. Using a long-established assay for detached leaf assays (Denby et al. 2004; Caseys et al. 2021), the developing lesions were imaged at 24, 48, 72, and 96 hours after inoculation (HAI), and digitally quantified at 72 and 96 HAI when lesions became visible. Lesions on common bean and cowpea grew quickly from 72 to 96 HAI, but the rank order of the Botrytis isolate virulence between these timepoints was largely retained (Supplementary Fig. 1). To capture variation in lesion progression across isolates, lesion areas at 96 HAI were used for further analysis.

**Fig. 1.**
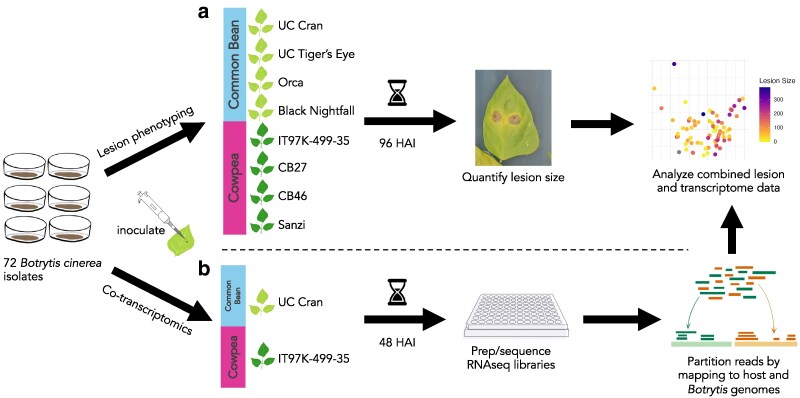
Schematic of experimental design. Lesion phenotyping was conducted across 2 independent experiments, each with 3 biological replicates, and transcriptomics was conducted as one experiment with 3 biological replicates. HAI, hours after inoculation.

While cowpea showed slightly higher lesion size overall at 96 HAI compared to common bean, the genotypes within each host species showed a similar distribution of lesion sizes across the diverse Botrytis isolates (Fig. 2a). This was reflected when conducting a linear model combining the lesion data across both host species. In this model, the terms host genotype, host species, and Botrytis isolate all significantly contribute to lesion size, where isolate was the strongest contributor (Supplementary Table 1). In agreement with the strong isolate effect in the model, the lesion formation of the isolates was linearly correlated across the 2 species (Fig. 2b). Interaction terms for host genotype × Botrytis isolate and host species × Botrytis isolate were not significant, indicating that we detected minimal variation of individual isolate's lesion size across different hosts (Supplementary Table 1, Fig. 2c).

**Fig. 2.**
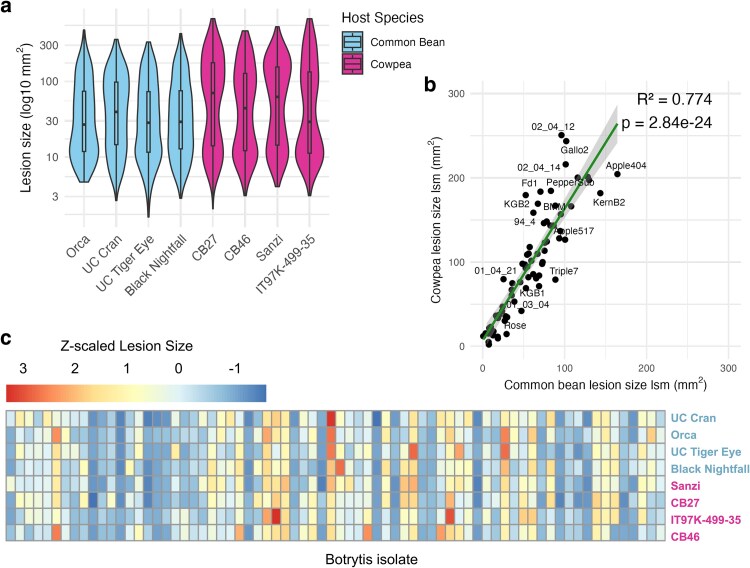
Lesion sizes of 72 *Botrytis* isolates on 2 legume host species at 96 HAI. a) Violin plot shows the overall distribution of lesion sizes collected for each host genotype. b) Correlation of host lesion size for each isolate. Species lesion size was calculated as the least-square mean (lsm) across the host genotypes. Outlying isolates are labeled with the isolate name. c) Lesion size heatmap showing z-scaled lesion sizes for each individual host genotype and Botrytis isolate. Common bean genotypes are colored in blue, and cowpea genotypes are colored in magenta.

To quantify how the Botrytis isolates' lesion formation differs across host genotype variation for both host species, we calculated average species lesion residuals for each isolate (Supplementary Fig. 2). This was calculated for each isolate by subtracting the average lesion size for the isolate on a host species from its mean on each specific host genotype. These host genotype-level residual absolute values were then summed to generate one host species-level residual value for each host species and isolate combination. Therefore, an isolate with a residual value near 0 has low within-species specificity, while an isolate with a residual value far from 0 has high within-species specificity. This showed that several isolates are more sensitive to within-host species genetic variation, but the correlation across host species was only moderate (*R*^2^ = 0.458), indicating that for many isolates, host species is not the most important variable. Together, these results suggest that host–Botrytis interactions in these 2 closely related legumes are largely driven first by variation in the pathogen, and that secondly, variation within the respective host species is frequently a more important factor than across species.

### Botrytis transcriptome differs across 2 legume host species

Since the observed disease outcomes between closely related hosts were similar to each other, we wanted to test if the underlying transcriptional machinery governing this outcome is also similar between hosts. To test this, we next proceeded to measure the transcriptomic responses of the 72 Botrytis isolates against one selected genotype from each cowpea and common bean. The host genotypes were selected based on several factors, including range of infection phenotypes across the Botrytis isolates, available reference genomes, and ease of healthy plant growth. 

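Leaves of the common bean genotype UC Cran and of the cowpea genotype IT97K-499-35 were inoculated with each of 72 Botrytis isolates and sampled at 48 HAI. Each host and isolate had 3 biological replicates, and the libraries of each host were sequenced in 3 batches (Supplementary Table 2), with at most 1 library of an isolate in a batch apart from 2 of 01_05_17 in batch 2 and 2 of UKRazz in batch 3 of cowpea. Values were deposited for 426 infected libraries, with 3 libraries for 68 isolates on common bean and 70 on cowpea and 2 for the others, and for 3 mock-inoculated libraries of common bean and 2 of cowpea that are labelled 0 HAI. Supplementary Table 2 also lists mock-inoculated libraries at 48 HAI and 1 other mock-inoculated library of cowpea at 0 HAI, which are not analysed here. It lists 7 infected libraries that have no values in their own batch. That of 01_05_17 in cowpea batch 1 may be 1 of the 2 placed in batch 2, and the others are not analysed here. The authors mapped reads to the host genome and the remaining reads to the Botrytis B05.10 genome, and deposited CPM with TMM normalization, in which host genes and Botrytis genes were scaled separately. All 11178544 deposited values above 0 were whole multiples of a single step in each library and organism, within 0.1 of a step, so the number of reads behind each value could be recovered. Expression was taken as log2(CPM + 1). Each Botrytis gene was fitted over the 426 infected libraries with host, isolate, their interaction and sequencing batch within host, with the limma-trend test of limma and Benjamini-Hochberg adjustment at a false discovery rate (FDR) of 0.05. A log2 fold change (log2FC) of a Botrytis gene is common bean minus cowpea, and its standard error (SE) comes from this fit.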

The co-transcriptome was obtained by extracting total mRNA from the developing lesion at 48 HAI and sequencing both the host and pathogen transcriptomes from the same samples and libraries (Fig. 1). On average, samples yielded 11 million total reads, with 78% mapping to the host genome and 10% mapping to the Botrytis genome (Supplementary Table 2). 

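The reads recovered from the deposited values are those on the genes that the deposited tables hold, and they are not the mapped reads of Supplementary Table 2. Infected common bean libraries held between 165143 and 15174921 host reads, with a median of 5994435, and between 12864 and 1924894 Botrytis reads, with a median of 483950.5. Infected cowpea libraries held between 1788036 and 11669963 host reads (median 5868699) and between 19885 and 3361960 Botrytis reads (median 463134). Botrytis reads were 0.674 to 24.0% of the reads of infected common bean libraries (median 7.80%) and 0.848 to 35.0% of those of infected cowpea libraries (median 6.99%). In 69 of the 426 infected libraries there were fewer than 200000 Botrytis reads. The mock-inoculated libraries of common bean held Botrytis reads at 1.15% (1.15 to 1.16%), 0.761% (0.756 to 0.767%) and 0.624% (0.618 to 0.630%) of their reads, and those of cowpea at 0.877% (0.870 to 0.884%) and 1.21% (1.20 to 1.22%), with 95% Wilson intervals in parentheses that cover counting error only. The highest share among the mock-inoculated libraries of the same host was not exceeded by 7 infected libraries of common bean and 6 of cowpea.

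**Figure D1:**
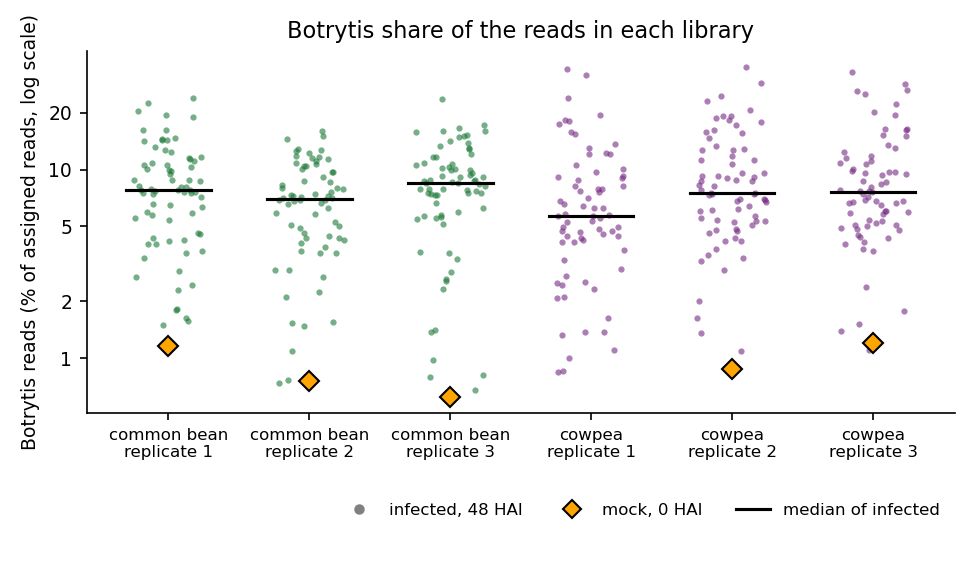
Botrytis reads as a percent of all recovered reads (log axis) in each library, by host and replicate, with infected libraries as dots, their median as a black line and mock-inoculated libraries as diamonds. Mock-inoculated libraries lie between 0.624 and 1.21%, at the lower end of the infected libraries.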

Due to the lack of long-read references for all 72 Botrytis isolates, all Botrytis reads were mapped to the B05.10 reference genome (van Kan et al. 2017). The isolate variation missed with this approach is expected to be minimal as previous analysis has shown a low level of gene presence/absence variation in this collection (Caseys et al. 2021; Singh et al. 2025). The following section focuses solely on analyzing the pathogen's transcriptome.

Principal component analysis (PCA) of Botrytis gene expression means showed that the overall Botrytis transcriptome had a difference in response to the 2 host legumes (Fig. 3a). 

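The mean expression of each isolate on each host was taken over the 10493 Botrytis genes found on both hosts, and each gene was centred and scaled to unit variance. PC1 explained 27.5% of the variance and PC2 8.92%, and the sign of a component is arbitrary. The mean PC2 score was -27.2 on common bean and 27.2 on cowpea, and 0 of 72 isolates scored higher on common bean than on cowpea (2-sided sign-flip permutation test over isolates, p = 1e-05, the smallest that 100000 resamples can give). Host accounted for 79.4% of the variance of PC2 scores and 0.0391% of that of PC1 scores. Components were computed anew under each alternative. Without replicate 1 host accounted for 20.7% of the variance of PC2 scores, and 14 of 72 isolates scored higher on common bean. That PC2 had r = 0.74 with the PC2 of all replicates, so it is in part another axis, and later components were not examined for host. With median-of-ratios size factors host accounted for 56.8%. When each replicate was taken alone, PC1 explained 23.6, 19.6 and 20.5% and PC2 6.44, 8.92 and 7.86%. When the 38 libraries with fewer than 100000 Botrytis reads were left out and the others thinned at random to 100000, PC1 explained 15.5% and host accounted for 26.5% of the variance of PC2 scores. This change mixes thinning with the loss of libraries, and how far PC2 was the same axis was not measured. Host accounted for 76.1% of the variance of PC2 scores in libraries with at least 200000 Botrytis reads, 78.3% without replicate 2, 78.7% without replicate 3, 88.1% with log2(CPM + 0.1) and 92.6% with genes centred only.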

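Lesion size at 96 HAI was taken from Supplementary Table 8, which gives it for 65 of the 72 isolates on each host. Since the hosts form separate groups on PC2, scores were set against lesion size within each host, and p-values were adjusted over 8 relations, those of PC1 and PC2 with lesion size and with the share of Botrytis reads. For PC1 and lesion size on common bean, r = 0.05 (permutation p = 0.69, adjusted p = 0.69) and Spearman's rho = 0.02 (p = 0.85, adjusted p = 0.85), with r = 0.00 without the 2 isolates farthest from the median score. On cowpea the values were r = 0.27 (permutation p = 0.032, adjusted p = 0.052) and Spearman's rho = 0.21 (p = 0.088, adjusted p = 0.14), and r = 0.26 without 2 isolates. For PC2 and lesion size on common bean, r = 0.27 (permutation p = 0.031, adjusted p = 0.052) and Spearman's rho = 0.26 (p = 0.038, adjusted p = 0.077), and r = 0.30 without 2 isolates. On cowpea they were r = 0.13 (permutation p = 0.31, adjusted p = 0.36) and Spearman's rho = 0.10 (p = 0.45, adjusted p = 0.51), and r = 0.12 without 2 isolates. Within single replicates, r of PC1 was 0.12, -0.02 and 0.02 on common bean and 0.26, 0.00 and 0.29 on cowpea, and r of PC2 was 0.19, 0.19 and 0.23 and 0.08, -0.06 and 0.31. The paper's model sets lesion size against PC1 and PC2 over the points of both hosts together, and this model, fitted here after the values above were seen, gave p = 0.11 for PC1 and 0.0023 for PC2, and 0.13 and 0.26 with host as 1 more term. Without replicate 2 it gave p = 0.021 for PC1, and 0.045 with host as a term, so that the PC1 value depends on 1 replicate. Points of the same isolate on the hosts are not independent, which this model does not take into account.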

Comparing these transcriptome vectors to lesion formation in the 2 hosts showed that the main axis of Botrytis isolate transcriptome variation (PC1) does not significantly associate with lesion size (*P* = 0.22), but the second axis (PC2) does significantly associate to lesion size (*P* = 0.003). However, PC2 is only 3.67% of the overall variance in the Botrytis transcriptomic dataset, suggesting that Botrytis gene expression is not the only contributing factor to disease outcomes. PC2 also significantly associates with the total Botrytis transcript abundance (total number of mapped Botrytis reads) for the sample (*P* < 0.001) (Supplementary Fig. 3). This analysis shows that while Botrytis transcriptomic variation between hosts was evident, only a small proportion of the variation captured by the leading principal components was significantly associated with lesion size and overall transcript abundance. 

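Botrytis transcript abundance was taken as the mean share of Botrytis reads of an isolate on a host, over 72 isolates, within the same family of 8 relations. PC1 rose with this share on common bean, with r = 0.84 and rho = 0.90, and on cowpea, with r = 0.81 and rho = 0.90 (permutation p = 1e-05 for each, the smallest that the resamples can give, adjusted p = 4.0e-05). Without the 2 isolates farthest from the median score, r was 0.84 and 0.83, and within single replicates it was 0.81, 0.80 and 0.79 on common bean and 0.77, 0.80 and 0.81 on cowpea. For PC2 on common bean, r = 0.26 (permutation p = 0.025, adjusted p = 0.052) and Spearman's rho = 0.30 (p = 0.0094, adjusted p = 0.025), with r = 0.28 without 2 isolates and 0.39, 0.16 and 0.18 in the replicates. For PC2 on cowpea, r = 0.19 (permutation p = 0.11, adjusted p = 0.14) and Spearman's rho = 0.14 (p = 0.23, adjusted p = 0.31), with r = 0.16 without 2 isolates and 0.00, 0.22 and 0.22 in the replicates. With genes centred but not scaled, r of PC2 with the share on common bean was 0.39 (permutation p = 4.9e-04). In the model over the points of both hosts together, with the share in place of lesion size, p was 4.9e-34 for PC1 and 1.8e-04 for PC2, and 2.7e-34 and 1.6e-04 with host as 1 more term. In libraries with at least 200000 Botrytis reads, PC2 and the share had r = 0.40 on common bean (permutation p = 7.7e-04) and 0.46 on cowpea (permutation p = 1.1e-04). With libraries of fewer than 100000 reads left out and the others thinned to 100000, r was -0.14 (permutation p = 0.24) and 0.04 (permutation p = 0.74). Without replicate 1, 2 or 3, r of PC2 with the share was -0.12, 0.46 and 0.37 on common bean and 0.34, 0.31 and 0.01 on cowpea. PC2 was computed anew in each of these sets, and without replicate 1 it had r = 0.74 with the PC2 of all replicates.

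**Figure D2:**
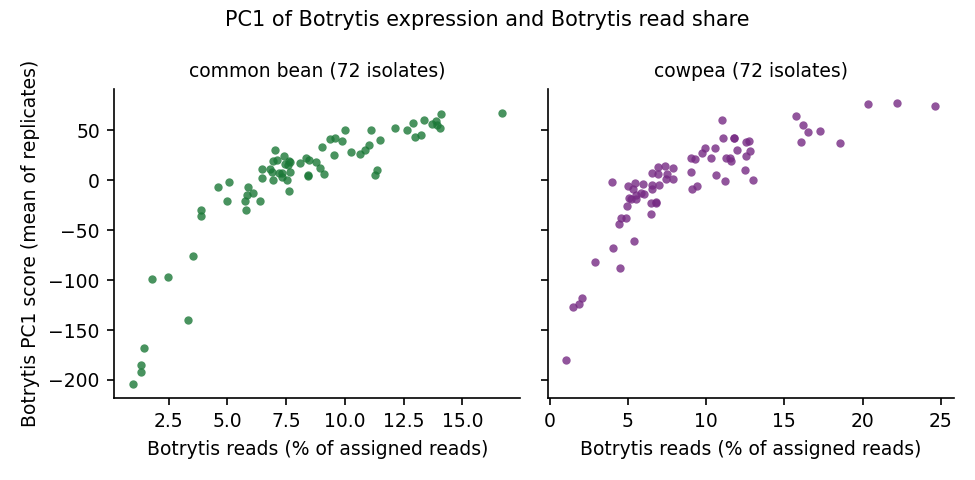
PC1 score of each isolate against its mean share of Botrytis reads (percent), with common bean and cowpea in separate panels. Each point is the mean of an isolate on a host, and PC1 rises with the share on both hosts.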

Additional variation represented in the higher-order components may also contribute, alongside other biological or environmental factors.

**Fig. 3.**
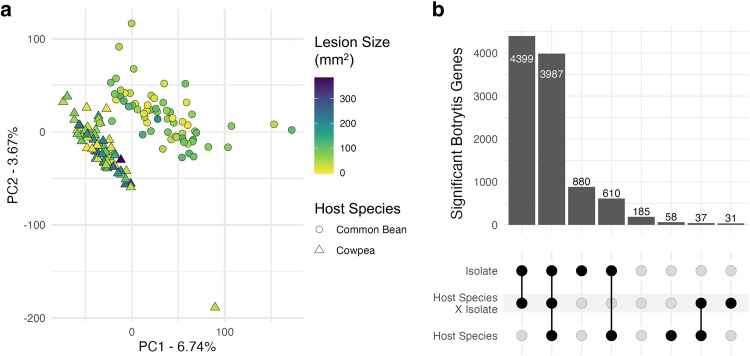
Overall Botrytis transcriptome variability during infection of 2 legume host species. a) PCA of overall Botrytis transcriptome at 48 HAI. Shape of points shows the species the infecting Botrytis isolate was collected from, where circles are common bean and triangles are cowpea. Points are colored by lesion size of that Botrytis isolate on that host species at 96 HAI. b) Upset plot summary of ANOVA for each Botrytis gene expression on legume hosts at 48 HAI. Botrytis genes were separately modeled with the formula: gene expression ∼ host species + isolate + (host species * isolate). Genes are included in each category if the FDR < 0.05 for that model term. Genes with little to no expression are not diagrammed and include 1,887 Botrytis genes.

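The deposited table of common bean held 10575 Botrytis genes and that of cowpea 10595, of which 10493 were in both tables and 10677 in either. Every one of these genes reached 1 CPM in at least 20% of the libraries of its table, so the filter of the methods removed no further gene. Genes were tested when they were in both tables.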

Moving beyond the whole transcriptome level to the individual transcript level, 10,187 out of 12,111 total genes in the Botrytis genome could be quantified after quality control and low readcount filtering as defined in the methods. 

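Of the 10493 genes tested, 9666 passed the FDR for host, isolate or their interaction, which is 79.8% of the 12111 genes that the paper counts in the genome, and 827 passed for none of them.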

The vast majority of Botrytis genes (83%) were differentially expressed during infection, either between the host species, amongst the Botrytis isolates, or across the interaction. Assessing by the number of genes associated with each term, Botrytis gene expression variation across the dataset was first influenced by the Botrytis isolate, secondarily by host species × Botrytis isolate interaction, then thirdly by host species (Fig. 3b). This result contrasts with the lesion modeling, which showed little to no host × isolate interactions in lesion formation. 

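An isolate effect passed the FDR for 8184 genes, a host effect for 6520 and a host × isolate interaction for 3338. Of the genes with a host effect, 2823 were higher on common bean and 3697 higher on cowpea. All 3 terms passed for 1958 genes, host and isolate without the interaction for 3115, and isolate and the interaction without host for 1254. As a ratio, the interaction was the term that moved most between the alternatives tried. In number of genes the host effect moved more, with the sequencing batch as the unit. When the 69 libraries with fewer than 200000 Botrytis reads were left out, the interaction passed for 100 genes and the isolate effect for 6662. When the 38 libraries with fewer than 100000 were left out and the others thinned to 100000, these were 173.6 and 5063.8 genes (means of 5 random draws). Of the 3338 genes, 829 stayed past the FDR when the share of Botrytis reads of each library was added to the terms, with its own slope in each host. From the number of genes behind each term, the paper states an order of influence on Botrytis expression of isolate, then interaction, then host (Fig. 3b), and it sets the interaction against lesions, where it found little of one.

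**Figure D3:**
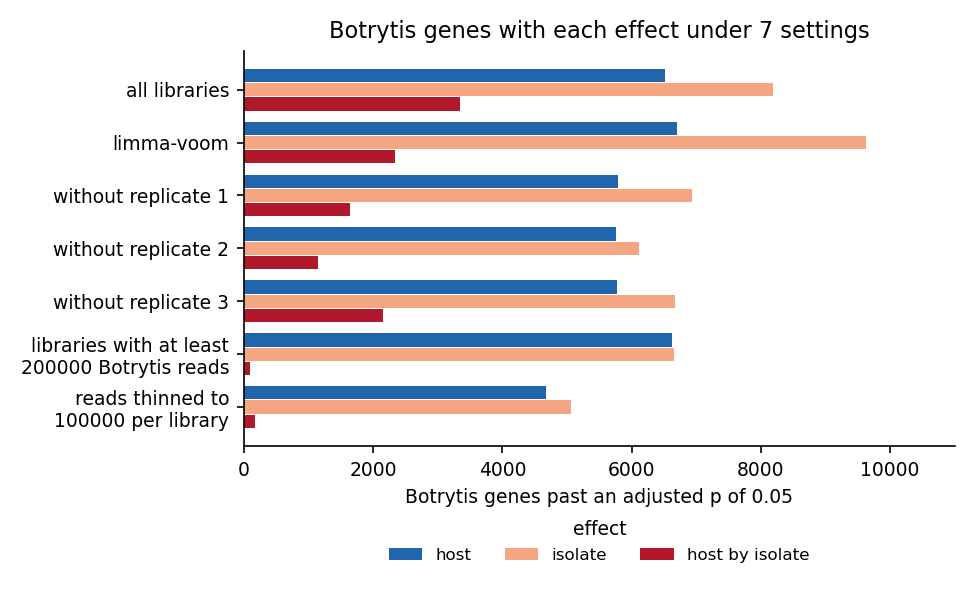
Number of Botrytis genes past the FDR for host, isolate and their interaction, with all 426 infected libraries and under some of the alternative fits. Those drawn are limma-voom, each replicate left out, libraries with at least 200000 Botrytis reads and reads thinned to 100000. Other alternatives, among them the sequencing batch as the unit, are not drawn. The bars start at 0, and as a ratio the interaction changes most between fits.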

With a large portion of genes having a host × isolate effect on their expression, this suggests a large amount of variation of underlying host × isolate effects on gene expression was masked beneath the lesion phenotype.

To determine the contribution of individual Botrytis gene expression on the lesion phenotype, a linear model was built for each gene's expression with respect to the host using lesion size ∼ host + expression + host × expression (Supplementary Fig. 4a). 

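Lesion size at 96 HAI was fitted on host, expression and host × expression over 130 points, 65 isolates on each host, for each of the 10493 genes. The highest R² of a model was 0.254, against 0.0509 for host alone. With F-tests and Benjamini-Hochberg adjustment, 0 genes passed the FDR for expression (smallest adjusted p = 0.11) and 0 for host × expression (smallest adjusted p = 0.40), while 2040 and 800 genes had an unadjusted p under 0.05. These tests take the points as independent, although the same 65 isolates stand on both hosts. Within one host at a time, 0 genes passed on common bean (657 unadjusted) and 0 on cowpea (1539 unadjusted). No other tool was run for these models. Without replicate 2, 942 genes passed for expression.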

All Botrytis gene expressions showed low correlation with gene expression (*R*^2^ < 0.3), most of which were not significant (*P* > 0.05). Four Botrytis genes (Bcin03g05160, Bcin08g05330, Bcin12g04440, and Bcin14g00040) had significant weak correlations in interactions with the host, but these lack strong annotation information or clear roles in virulence. Therefore, expression levels of individual Botrytis genes have little to no detectable effect on the lesion phenotype.

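Mean expression of these genes was 3.40, 2.92, 2.95 and 3.84 CPM on common bean and 3.89, 5.39, 6.03 and 4.61 CPM on cowpea, in the order in which they are listed, and reads at the rate of the mock-inoculated leaves account for 61.5 to 169.1% of their reads. The host × expression term had unadjusted p-values of 0.26, 7.8e-04, 0.0027 and 0.037 and adjusted p-values of 0.70, 0.63, 0.63 and 0.64 over all genes. Their correlations with lesion size on cowpea were r = -0.22, -0.35, -0.38 and -0.23 (permutation p = 0.071, 0.0049, 0.0018 and 0.063), rho = -0.02, -0.26, -0.23 and -0.07 (p = 0.88, 0.040, 0.065 and 0.60), and r = -0.12, -0.24, -0.27 and -0.24 without the 2 isolates farthest from the median expression. On common bean they were r = -0.11, 0.25, 0.04 and 0.13 (p = 0.36, 0.045, 0.78 and 0.30), rho = -0.09, 0.28, 0.11 and 0.21 (p = 0.48, 0.021, 0.40 and 0.092), and r = -0.14, 0.19, 0.08 and 0.09 without 2 isolates. Within single replicates, r of the 4 genes ran from -0.26 to -0.01 on cowpea and from -0.26 to 0.19 on common bean. Adjusted over all genes, the smallest p of the 4 was 0.31 on cowpea and 0.79 on common bean. Adjusted over the list alone, 3 of the 4 genes had a host × expression term under 0.05, which is not independent evidence since the study chose the list on these samples.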

### Differential expression of Botrytis genes across hosts highlights host-specific virulence mechanisms

We hypothesized that the Botrytis genes showing a large difference in expression between common bean and cowpea could provide insight into how Botrytis's virulence strategy might change across these closely related hosts. 

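A host effect without an isolate effect or an interaction was found for 1356 genes. This count ranged from 1904 to 2554 with 1 replicate left out, and was 564 with limma-voom, which fits the recovered reads with weights.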

Of the 4,692 Botrytis genes with a significant host effect, only 58 Botrytis genes had solely a host effect with no isolate variation. GO enrichment of these 58 genes against the whole Botrytis genome showed enrichment in protein binding and endoribonuclease activity (Supplementary Table 3). To look more broadly at host-specific Botrytis genes, we focused on all 4,692 genes with a host effect regardless of whether they also had an isolate effect, as this offered a more inclusive assessment of the differences in response to the hosts. 

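A log2FC of at least 1 in either direction, from the fitted means of log2(CPM + 1), was required together with the FDR for the host term, and 607 genes met both. With the ratio of the mean CPM on the hosts in place of the fitted difference, 822 genes met them, 546 of which were among the 607. With log2(CPM + 0.1) the count was 771 genes higher on cowpea and 502 higher on common bean.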

Filtering the 4,692 total Botrytis genes with a host species effect for those with at least a 2-fold difference between the 2 hosts yielded 1,078 differentially expressed Botrytis genes (Supplementary Table 4). This included 656 Botrytis genes significantly upregulated during infection of cowpea in comparison to common bean, and 422 Botrytis genes significantly upregulated during infection of common bean in comparison to cowpea (Fig. 4a). 

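Of the 607 genes, 336 were higher on cowpea and 271 higher on common bean. The genes ranked here had a mean of at least 5 CPM and the same direction between replicates of the same number, which share no batch. Among them, Bcin02g01700 on chromosome 2 had the largest log2FC, 6.37 (SE 0.12, limma adjusted p = 2.6e-151). It had 269 ± 273 CPM on common bean and 2.40 ± 4.47 CPM on cowpea (SD over the infected libraries of each host). It was higher on common bean for 72 of 72 isolates. It was followed by Bcin14g04450 at 4.92, Bcin12g02830 at 3.63 (577 against 18.9 CPM, higher on common bean for 67 of 72 isolates), Bcin14g04010 at 3.48 and Bcin08g06830 at 3.26. The largest difference in the other direction was that of Bcin05g07080, with a log2FC of -4.68 (SE 0.14, adjusted p = 3.4e-98), 1.90 ± 3.34 CPM on common bean and 140.2 ± 232 CPM on cowpea, where 0 of 72 isolates were higher on common bean. Bcin15g03990 had -4.21, Bcin02g05440 -2.88, Bcin01g03100 -2.86 and Bcin11g01730 -2.79. The adjusted p of these 10 genes was at most 5.5e-69. Mock-inoculated leaves also gave reads on these genes, and reads at the mock rate per plant read would make up 39.3, 67.6, 1.25, 208.7 and 2.32% of the common bean reads of the 5 genes higher on common bean, and 99.2, 177.7, 107.3, 98.9 and 250.4% of the cowpea reads of the 5 genes higher on cowpea, in the order above. The mock rate reaches more than 50% of the reads on the higher host for 377 of the 607 genes, and 236 stayed past both limits after subtraction, while over all genes 1554 were past both after it.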

While GO enrichment of each host-specific group showed similar results (Supplementary Table 5), many of the most differentially expressed genes are in gene families known to aid in cell wall penetration and host surface modification. Several identified genes encode functions like glycosyl hydrolases, glycosyl transferases, cellulose degrading, cutinases, etc. This suggests that Botrytis may be responding to common bean and cowpea differently by altering cell wall-degrading gene expression. In addition to cell wall metabolism, a number of genes are involved in unknown specialized metabolite pathways, including polyketide synthases and cytochrome P450s.

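The part of Supplementary Table 4 that could be read describes 37 glycosyl hydrolases on chromosomes 1 to 3, of which 19 passed the FDR for host and 1 was also at least 2-fold apart. That gene, Bcin02g07520 (glycosyl hydrolase family 26), had 10.1 CPM on common bean and 37.1 CPM on cowpea, a log2FC of -1.47 (SE 0.14, adjusted p = 1.0e-20). Of 3 cutinases, 2 passed the FDR, and the one at least 2-fold apart, Bcin01g09430, had 115.1 against 273 CPM, a log2FC of -1.00 (SE 0.19, adjusted p = 7.7e-07). Its difference was -0.04, -0.88 and -2.06 between replicates 1, 2 and 3 of the hosts, which share no batch. The pectinesterase Bcin01g11150 had 4.01 against 8.30 CPM, a log2FC of -1.22 (SE 0.12, adjusted p = 1.5e-18), and the mock rate accounts for 111.8% of its cowpea reads.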

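Of 25 cytochrome P450 genes on chromosomes 1 to 3 in the part of Supplementary Table 4 that could be read, 15 passed the FDR for host, and Bcin01g04880 alone was also at least 2-fold apart. It had 16.5 CPM on common bean and 27.5 CPM on cowpea, a log2FC of -1.59 (SE 0.12, adjusted p = 6.2e-29). Of 8 genes described as polyketide or nonribosomal peptide synthases, 6 passed the FDR and 0 were 2-fold apart.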

**Fig. 4.**
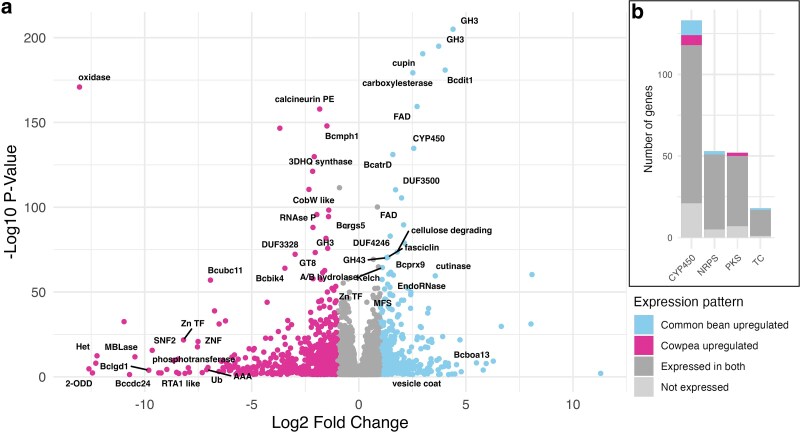
Host-specific expression of Botrytis genes. a) Volcano plot of Botrytis genes plotted by the gene's log2 fold change value when infecting common bean vs cowpea. Annotated genes with -Log10 *P*-value > 50, log2FC > 4, or log2FC < -7 are labeled on the plot. b) Count of genes in key secondary metabolic gene classes for Botrytis, colored by their host-specific expression patterns. CYP450, cytochrome P450; NRPS, nonribosomal peptide synthase; PKS, polyketide synthase; TC, terpene cyclase.

To measure the relative host specificity of Botrytis specialized metabolic gene expression, we used a previously described annotation of known specialized metabolic enzymes in Botrytis (Suárez et al. 2024). This allowed for classification of enzymes into 4 major categories: cytochrome P450s (CYP450), nonribosomal peptide synthases (NRPS), polyketide synthase (PKS), and terpene cyclases (TC), including both diterpene and sesquiterpene cyclases. All genes in each specialized metabolic class were totaled within their observed regulatory pattern groups on the hosts (up on common bean, up on cowpea, up on both hosts, or up on neither host). While most of these specialized metabolic genes were expressed when infecting both hosts, a small number of genes in each class showed host specificity (Fig. 4b). This indicates Botrytis displays small adjustments in specialized metabolic pathways even when infecting closely related hosts. Each regulatory pattern gene group (upregulated in common bean only, upregulated in cowpea only, upregulated in both, or upregulated in neither) was then tested for enrichment of these 4 specialized metabolic classes against the ratios of specialized metabolic genes present in the whole genome using the hypergeometric distribution. No single specialized metabolite class was significantly enriched during infection of either host, indicating that Botrytis uses a blend of specialized metabolites depending on the host overall.

### Key Botrytis phytotoxin pathways express similarly on legume hosts across diverse isolates

In addition to differences between the hosts, genetic variation between the 72 Botrytis isolates was a major driver of lesion and Botrytis transcriptome variation (Fig. 3b). 

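An isolate effect without a host effect or an interaction was found for 1857 genes. The gene of smallest p for isolate was Bcin12g01010 on chromosome 12 (F = 42.8, adjusted p = 1.3e-114), whose mean per isolate ran from 0.00 to 11.03 in log2(CPM + 1) on common bean and from 0.00 to 10.04 on cowpea. It was followed by Bcin02g00013 (FAD binding domain, F = 30.5), Bcin09g07130 (F = 30.5), Bcin09g00850 (F = 22.97) and Bcin16g04500 (F = 20.2), with adjusted p-values of at most 2.2e-75. The direction of the host difference of Bcin02g00013 and Bcin09g07130 was not the same under every alternative.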

To better understand which Botrytis virulence mechanisms may be affected by isolate variation, yet likely function equally across the hosts, we generated a list of the 880 Botrytis genes with a significant isolate effect and no significant host-associated variation. This list represents genes that vary in expression across isolates but are expressed similarly when infecting either host species. To obtain a clearer mechanistic signal from this large list of genes, Botrytis gene co-expression networks (GCNs) were generated separately using each of the 2 host datasets using all expressed genes. These GCNs were filtered for those where at least 25% of genes in the GCN are from the list of 880 Botrytis isolate-specific genes to identify common Botrytis GCNs expressed similarly across hosts, but altered by the pathogen's genetic variation. These identified 18 isolate-specific Botrytis GCNs, including 10 found when infecting common bean and 8 when infecting cowpea (Supplementary Table 6). Among these networks was one including BcVEL1, a gene from the VELVET regulatory complex known to be genetically variable and influence virulence across hosts (Schumacher et al. 2012).

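The genes of these 18 networks were taken from Supplementary Table 6, where the study chose them from the same libraries. The median pairwise Pearson's r over isolates among the genes of a network was 0.75 (median of the networks) on the host where the network was found and 0.74 on the other host, across genes that are not independent replicates. In replicates 1, 2 and 3 alone it was 0.69, 0.65 and 0.67 and 0.65, 0.63 and 0.65. With Spearman's rho in place of r it was 0.65 and 0.62. Random lists of genes had a median r between 0.01 and 0.69, depending on the network and host. Networks 3, 4, 11, 15 and 17, in the order of Supplementary Table 6, were not above the central 95% of random lists on the other host. Network 5 was not above it on common bean, where it was found. The remaining networks were above it on both hosts. The mean z-scaled expression of a network differed between hosts for 3 of the 18 networks, all found on common bean, at -0.42, -0.35 and -0.52 (common bean minus cowpea), with 16, 13 and 18 of 72 isolates higher on common bean (sign-flip permutation p = 1e-05, the smallest the resamples can give, adjusted p = 6.0e-05 over 18 networks). For the other 15 networks the smallest adjusted p was 0.086, and with median-of-ratios size factors 5 of the 18 differed.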

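BcVEL1 is Bcin15g03390 on chromosome 15. It had 162.2 ± 64.2 CPM on common bean and 130.96 ± 53.5 CPM on cowpea (SD over the infected libraries of each host). Its isolate effect had an adjusted p of 2.7e-25 and its log2FC between hosts was 0.28 (SE 0.05, adjusted p = 1.1e-06). The network that holds it was found on cowpea and has 12 genes, whose mean z-scaled expression differed by -0.10 between hosts (SD 0.88 over isolates, adjusted p = 0.45), a direction that was not the same with each replicate left out.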

In this list of similarly expressed GCNs across hosts, there were also Botrytis GCNs that included the well-described biosynthetic pathways for key phytotoxins, botrydial and botcinic acid. These biosynthetic pathways exist as 2 gene clusters, each co-localized on separate chromosomes (Supplementary Table 7). 

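Supplementary Table 7 places the botrydial cluster on chromosome 12 from 2217306 to 2231592 and the botcinic acid cluster on chromosome 1 from 5429 to 69693. The deposited tables held 5 of 5 botrydial genes (Bcin12g06370 to Bcin12g06410) and 15 of 16 botcinic acid genes, without Bcin01g00100 (Bcboa10). Cluster expression was the mean of log2(CPM + 1) over these genes, without z-scaling, for each isolate and host. It was 9.32 ± 2.02 (SD, n = 72 isolates) on common bean and 9.11 ± 1.85 on cowpea for botrydial, and 5.61 ± 1.43 and 5.66 ± 1.32 for botcinic acid. Replicate libraries of an isolate had an SD of 1.39 on common bean and 2.18 on cowpea for botrydial, and of 0.78 and 1.11 for botcinic acid.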

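Botcinic acid cluster expression lay more than 3 below the median of the host, in log2(CPM + 1), for isolates 02_04_11, 02_04_14 and Apple517 on both hosts and for Rose on common bean. Botrydial cluster expression lay as far below the median for 12 isolates on common bean and 9 on cowpea, 14 isolates in all, 7 of them on both hosts. One of these, 01_04_21, had Botrytis reads at 0.980% on common bean and 1.06% on cowpea, within the range of the mock-inoculated libraries. Shares a little above that range were those of 01_03_19 (1.31%), Fd2 (1.31%) and FresaSD (1.46%) on common bean and 01_02_18 (1.47%) on cowpea. Fd2 and FresaSD were low on common bean alone, and on cowpea their shares were 9.06 and 6.54%. Over all 72 isolates, botcinic acid cluster expression ran from 1.66 to 7.51 on common bean and from 1.98 to 7.77 on cowpea, and that of botrydial from 4.41 to 12.06 and from 5.22 to 12.30.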

The expression of these phytotoxin clusters exhibits a quantitative and qualitative variation across the isolates, where most isolates express the phytotoxins on both hosts, and several isolates have very low or no expression of one or the other pathway on either host (Fig. 5). This suggests Botrytis expresses botrydial and botcinic acid similarly across both closely related hosts, and these virulence mechanisms may be an example of a generalized defense. 

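Cluster expression on common bean minus that on cowpea was 0.21 for botrydial (SE 0.20, sign-flip permutation p = 0.31), with 40 of 72 isolates higher on common bean, and -0.05 for botcinic acid (SE 0.10, p = 0.66), with 36 of 72. Without replicate 1 the difference was -0.29 (p = 0.0090) for botcinic acid, and without replicate 2 it was 0.52 (p = 0.048) for botrydial, so that neither result is the same without each replicate. Between replicates of the same number, which share no batch, the difference was 1.38, -0.43 and -0.24 for botrydial and 0.44, -0.04 and -0.55 for botcinic acid, so its direction was not the same in each pair. Members of a cluster differed among themselves, with a log2FC of 2.13 (adjusted p = 3.9e-53) for Bcboa13, -0.86 (adjusted p = 1.1e-10) for Bcboa2, -0.47 (adjusted p = 6.0e-05) for Bcboa9, -0.43 (adjusted p = 1.8e-06) for Bcboa15 and 0.61 (adjusted p = 0.0015) for Bcbot1. Bcboa13 was low, with 11.2 CPM on common bean and 1.81 CPM on cowpea, and its isolate effect did not pass the FDR (limma adjusted p = 0.29). The cluster mean therefore does not stand for each gene. Across isolates, expression on common bean and on cowpea had r = 0.60 and rho = 0.53 for botrydial and r = 0.79 and rho = 0.70 for botcinic acid (permutation p = 1e-05 for each, the smallest the resamples can give, adjusted p = 2.7e-05 over 8 relations of cluster expression). Without the 2 isolates farthest from the median on common bean, r was 0.54 and 0.74. Between replicates of the same number, r was 0.23, 0.56 and 0.40 for botrydial and 0.45, 0.73 and 0.67 for botcinic acid.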

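Botrydial and botcinic acid cluster expression went together across the 72 isolates on common bean, with r = 0.52 (permutation p = 1e-05, the smallest the resamples can give, adjusted p = 2.7e-05) and rho = 0.54 (p = 1e-05), and on cowpea, with r = 0.41 (permutation p = 4.5e-04, adjusted p = 9.0e-04) and rho = 0.47 (p = 6.0e-05), in the family of 8 relations. Without the 2 isolates farthest from the median of the botrydial cluster, r was 0.47 on common bean and 0.38 on cowpea. Within single replicates it was 0.51, 0.52 and 0.65 on common bean and 0.68, 0.46 and 0.42 on cowpea. None of the 4 isolates with low botcinic acid cluster expression was among the 14 with low botrydial cluster expression.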

Still, individual isolates varied widely in their expression of these pathways, and the variation in the 2 phytotoxins was independent, such that there are a few isolates that have lost or dramatically decreased the expression of one cluster or the other on a specific host. However, the isolates that have low expression of these phytotoxin pathways overall do not have apparently reduced virulence (Supplementary Table 8) and are likely relying on other mechanisms to induce host toxicity, consistent with previously reported functional redundancy of these phytotoxins (Dalmais et al. 2011; Leisen et al. 2022).

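Isolates with low botcinic acid cluster expression had lesions at 96 HAI of 91.97 ± 34.6 mm² (SD, n = 4) on common bean, against 61.7 ± 39.1 mm² (SD, n = 61) for the other isolates (2-sided exact permutation test, p = 0.14), and of 215.9 ± 91.96 mm² (SD, n = 3) on cowpea, against 87.5 ± 78.9 mm² (SD, n = 62) (exact permutation test, p = 0.013). The difference on cowpea was 128.4 mm², and it was 71.9 mm² (n = 4, exact permutation test, p = 0.083) without replicate 1 or with log2(CPM + 0.1) and 179.02 mm² (n = 2, exact permutation test, p = 0.0072) without replicate 3, so that its size depends on which isolates count as low. The 7 isolates without a lesion value are all among the 14 with low botrydial cluster expression, so that the lesion values leave out 7 of these 14. Isolates with low botrydial cluster expression that had a lesion value made lesions of 38.6 ± 31.4 mm² (SD, n = 5) on common bean, against 65.6 ± 39.4 mm² (SD, n = 60) (exact permutation test, p = 0.14), and of 52.4 ± 33.5 mm² (SD, n = 4) on cowpea, against 96.2 ± 84.9 mm² (SD, n = 61) (exact permutation test, p = 0.31). Over the 65 isolates, botcinic acid cluster expression and lesion size had r = -0.01 (permutation p = 0.96) and rho = 0.00 (p = 0.99) on common bean and r = -0.02 (p = 0.88) and rho = 0.10 (p = 0.42) on cowpea (adjusted p of r = 0.96 for both), and r = 0.11 and 0.22 without the 2 isolates farthest from the median expression. For botrydial on common bean, r = 0.20 (p = 0.11, adjusted p = 0.15), rho = 0.10 (p = 0.44) and r = 0.19 without 2 isolates. For botrydial on cowpea, r = 0.33 (permutation p = 0.0060, adjusted p = 0.0097), rho = 0.26 (p = 0.034), r = 0.30 without 2 isolates and 0.28, 0.13 and 0.26 within replicates. Within replicates r was 0.22, 0.17 and 0.11 for botrydial on common bean, 0.00, 0.03 and -0.04 for botcinic acid on common bean and 0.04, -0.11 and 0.04 for botcinic acid on cowpea.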

**Fig. 5.**
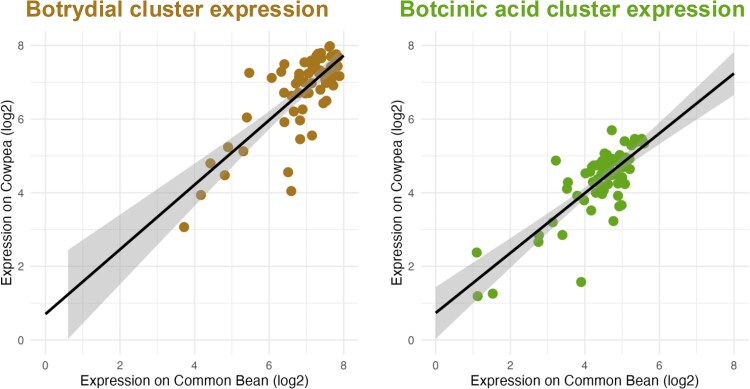
Expression of Botrytis phytotoxin biosynthetic pathways across host species. Average z-scaled expression (log2) was calculated for known genes in each pathway for each Botrytis isolate. Host-specific expression of each isolate was plotted. Botrydial pathway consisted of a 5-gene cluster (Bcin12g06370-Bcin12g06410), while botcinic acid pathway consisted of a 16-gene cluster (Bcin01g00010-Bcin01g00160).

### Botrytis gene co-expression networks vary across host and isolate genetic diversity

Most Botrytis genes' expression has a significant host × isolate interaction, meaning their expression varies across the hosts depending on which isolate is infecting the hosts. 

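With the interaction past the FDR for 3338 of 10493 genes, 35 passed for the interaction alone. The count was 3348 with median-of-ratios size factors, 2333 with limma-voom and 2442 without the batch term. The genes of smallest p were Bcin10g04880 (F = 4.84, adjusted p = 6.0e-18), Bcin03g02860 (F = 4.71), Bcin15g03480 (F = 4.51), Bcin12g03880 (F = 4.49) and Bcin13g03420 (F = 4.45, adjusted p = 2.0e-16). Bcin10g04880 had 71.6 CPM on common bean and 308 CPM on cowpea, where the mock rate accounts for 106.7% of its reads, with a log2FC of -1.94. Bcin13g03420 had 155.8 and 40.8 CPM. Over libraries with at least 200000 Botrytis reads, the adjusted p of the interaction was 0.012, 0.076, 0.35, 0.49 and 2.5e-06 for the 5 genes in this order.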

The observation that host × isolate interactions had minimal influence on lesions but large effects on the transcriptome suggested 2 possible models. First, each host induces different Botrytis networks that are variable across isolates and sum to create similar lesion variation. In the second model, the host effects reshape similar networks across the isolates, leading to similar lesions. To test these models, we assessed if the host × isolate Botrytis GCNs found on cowpea and common bean were different (model 1) or contain subsets of the same genes (model 2).

First, the full set of Botrytis GCNs was filtered to identify networks that contained at least 5 of the top 100 host × isolate interaction-significant Botrytis genes based on *P*-value of the interaction term. This approach found 4 Botrytis GCNs when infecting common bean and 5 when infecting cowpea. Because the Botrytis GCNs represent infection of 2 different host datasets, GCNs that contain similar sets of genes can be identified on either host. Among this set of 9 Botrytis GCNs were 2 pairs of overlapping GCNs, each containing some of the same gene members across the hosts. The first overlapping Botrytis GCN found on both host species identifies a co-expressed and previously undescribed gene cluster on chromosome 13 that may be responsible for breakdown and potentially detoxification of host compounds (Supplementary Fig. 5). 

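The 100 genes of smallest p for the interaction were searched for runs of at least 3 genes whose locus numbers were no more than 20 apart. Over all libraries, 0 of the 100 genes were in such a run, against at most 6 in 1000 random sets of 100 genes. Over libraries with at least 200000 Botrytis reads, which was set at the start for counts of genes and taken for runs only after the depths were seen, 10 genes were, and 5 of those 100 genes were shared with the 100 over all libraries. These genes formed a run of 6 genes on chromosome 13 (Bcin13g04060 to Bcin13g04120) and a run of 4 genes on chromosome 5 (Bcin05g01980 to Bcin05g02040), and no run lay on chromosome 12. The median pairwise r over isolates in the chromosome 13 run was 0.70 on common bean and 0.91 on cowpea, against 0.24 and 0.19 at the upper end of the central 95% of random lists of genes with like expression, and its adjusted p for the interaction was between 7.7e-05 and 0.0030 in that fit. Over all libraries the median pairwise r of that run was 0.45 on common bean and 0.85 on cowpea, against 0.35 and 0.25. The paper takes its clusters from networks with at least 5 of the 100 genes, which is another quantity than runs among these genes.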

The second overlapping Botrytis GCN centers around a nonribosomal peptide synthase (NRPS) gene cluster on chromosome 12 (Fig. 6a & b). Comparing z-scaled expression values of these networks for each host–isolate combination shows large differences in network expression across hosts for several isolates (Fig. 6c). In addition to differences in expression on the hosts, gene memberships in the networks can shift. 

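In the libraries with at least 200000 Botrytis reads, the chromosome 13 run had a mean of 3.69 ± 0.71 in log2(CPM + 1) (SD over isolates) on common bean and 4.46 ± 1.61 on cowpea, and 26 of 64 isolates were higher on common bean. The difference per isolate ran from -4.24 (Apple517) to 1.71 (01_05_17) and had a mean of -0.76 (sign-flip permutation p = 2.3e-04), where replicate libraries of an isolate had an SD of 0.79 on common bean and 1.14 on cowpea. The chromosome 5 run had 3.48 ± 1.60 on common bean and 2.77 ± 1.12 on cowpea, with differences from -1.76 (Triple3) to 7.55 (Fresa525). Over all libraries the differences ran from -4.51 (Fresa525) to 1.72 (01_05_17) for the chromosome 13 run and from -1.78 (Triple3) to 3.91 (EsparatoFresa) for the chromosome 5 run.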

While these 2 GCNs have some identical gene members shared across both hosts, there are key differences in overall network structure when infecting common bean vs cowpea. Interestingly, when infecting common bean, the NRPS cluster co-expresses with several shikimate pathway genes (EPSP synthase, BcPHA2, BcARO2, and BcARO7) as well as an additional polyketide synthase (PKS) gene cluster from chromosome 14 (Fig. 6a). Many fungi have been shown to have hybrid PKS–NRPS enzymes that catalyze steps in flavonoid biosynthesis, and can do so directly from p-coumaric acid (Zhang et al. 2022). However, when infecting cowpea, the Botrytis PKS gene cluster GCN lacks co-expression with these shikimate-related enzymes. Instead, the network is modified such that the NRPS cluster co-expresses most closely with several tailoring enzymes that could modify an NRPS-based metabolite, including an O-methyltransferase, amidohydrolase, laccases (CLCC2 & CLCC7), and dehydratases (Fig. 6b). This may describe a system whereby the core PKS-NRPS module has different potential tailoring/modification genes depending on the host and the isolate. These modified NRPS networks provide an example of a Botrytis response system potentially encoding unknown branching metabolic pathways that can be observed across genetically diverse interactions, but differentially fine-tuned depending on both the host genotype and the specific Botrytis isolate. While further study is needed to confirm the biosynthetic potential of these gene clusters, these examples and the lack of any completely overlapping Botrytis GCNs between hosts support the second model proposed above: closely related hosts reshape similar Botrytis networks across the isolates, but these changes lead to similar lesion variation. Future work can show if these network restructuring patterns are unique examples or part of a broader trend in host specificity.

**Fig. 6.**
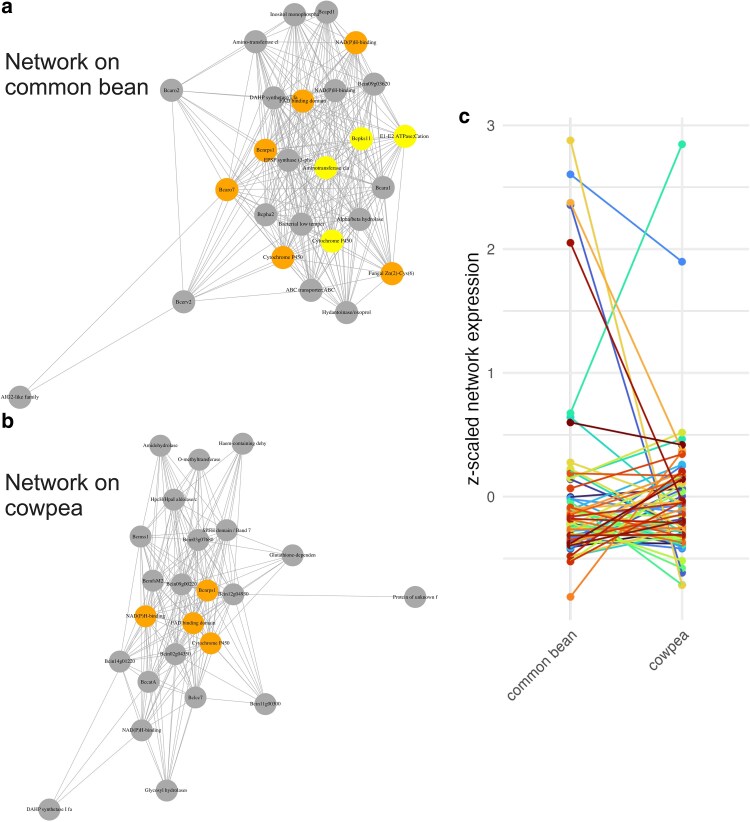
Selected Botrytis co-expression networks containing several genes with significant host × isolate interaction. Overlapping Botrytis gene co-expression networks were detected when infecting both a) common bean and b) cowpea with slight differences. Biosynthetic gene clusters detected within each network are highlighted in color, where the NRPS cluster on chromosome 12 is in orange, and the PKS cluster on chromosome 14 is in yellow. c) Z-scaled expression of these interaction networks on different hosts. Colored points and connecting lines represent different Botrytis isolates.

Although expression levels of individual Botrytis genes did not strongly contribute to lesion size (Supplementary Fig. 4a), we wanted to determine if these NRPS networks or others have higher expression levels in more virulent isolates. The average network expression was calculated for all networks on the top 10 and bottom 10 isolates in lesion rank order (Supplementary Fig. 4b). This showed that Botrytis isolates that made smaller lesions had approximately equivalent average network expression of each network to isolates that made larger lesions. Therefore, none of the Botrytis GCNs strongly explain the differences observed between the most extreme lesions.

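For the 18 networks of Supplementary Table 6, mean z-scaled expression of the 10 isolates with the largest lesions minus that of the 10 with the smallest ran from -0.49 to 0.48 on common bean and from -0.37 to 0.31 on cowpea. The smallest adjusted p over the 18 networks was 0.70 on common bean and 0.70 on cowpea (2-sided permutation test), and the smallest unadjusted p was 0.10 and 0.052.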

### Host species transcriptomes response to Botrytis infection is shaped by Botrytis genetic diversity

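Host genes were analysed in the same libraries, with 6618048 to 8824838 host reads in the mock-inoculated libraries of common bean and 5059437 to 7168302 in those of cowpea. Common bean had 1 mock-inoculated library in each of the 3 batches, and cowpea had 1 in batch 2 and 1 in batch 3. The labels place these libraries at 0 HAI, so that infected minus mock also holds any change of the leaves over 48 h. The deposited tables held 16181 common bean genes and 17030 cowpea genes. After a filter at 1 CPM in at least 20% of the libraries, 15918 and 16842 of them were tested. Each host was fitted separately with infection, isolate within infection and sequencing batch. A host log2FC is the mean of the 72 isolates minus mock.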

The co-transcriptome approach allows us to simultaneously measure the hosts' gene expression in these exact same samples and compare and contrast the host's response with the pathogen's transcriptome. For each host species, there was a single genotype used, and time-matched uninfected samples were included as controls. Each host gene's expression was modeled with the formula: *gene expression ∼ infected + infected/isolate*. In contrast to the Botrytis model, this had to be run independently on the 2 hosts as the genes are different in the 2 species. 

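In common bean, 7675 of 15918 tested genes passed the FDR for infection, 3807 higher and 3868 lower than in mock. In cowpea, limma-trend called 0 of 16842 genes, with 5495 at an unadjusted p under 0.05 and a smallest adjusted p of 0.076, and limma-voom called 1476. Of the alternatives tried, leaving out replicate 1 moved the cowpea count most, to 3300, and leaving out replicate 2 moved the common bean count most, from 7675 to 1660. With infection and batch as the terms, without isolate, 3425 common bean genes (2030 higher and 1395 lower) and 0 cowpea genes passed (3656 cowpea genes unadjusted). With median-of-ratios size factors more common bean genes fell than rose, so the balance of higher and lower genes depended on the processing. Among genes of at least 5 CPM with the same direction in the 3 batches, Phvul.003G074000 rose most. It went from 14.7 ± 12.2 CPM (SD, n = 3) in mock to 4051 ± 3758 CPM (SD over the infected libraries). Its log2FC was 6.68 (SE 1.15, limma adjusted p = 1.7e-05), and 66 of 72 isolates lay above each mock library. The log2FC of Phvul.001G158100, Phvul.003G051800, Phvul.003G051801 and Phvul.005G079600 was between 6.31 and 6.55. Phvul.007G041300 fell most, with a log2FC of -4.83 (SE 1.17, adjusted p = 7.4e-04), followed by Phvul.007G052900, Phvul.002G120600, Phvul.001G248600 and Phvul.011G056500, between -4.57 and -4.21.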

The proportion of genes that responded significantly to infection overall was considerably higher in common bean (26%) than in cowpea (12%). However, in both hosts, a large proportion of host genes were differentially expressed in response to the diverse isolates, 42% (11,608 genes out of 27,433 total) for common bean and 37% (11,737 genes out of 31,948 total) for cowpea (Fig. 7). This is in agreement with variation in Botrytis isolate being a key determinant of lesion formation in both hosts. 

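An isolate effect passed the FDR for 11840 common bean genes and 8497 cowpea genes. In common bean 7466 genes passed for infection and isolate and 2.72% of the genes with an infection effect had no isolate effect. The cowpea count ran from 9 without replicate 3 to 7740 without replicate 1, and the common bean count from 8276 without replicate 2 to 10874 without replicate 3. With the share of Botrytis reads of each library as 1 more term, 76.03% of the common bean genes and 4.64% of the cowpea genes stayed past the FDR. The genes of smallest p were Phvul.003G079800 (F = 7.10, adjusted p = 3.7e-19), Phvul.004G018900, Phvul.010G154300, Phvul.010G128800 and Phvul.010G122500 in common bean, and Vigun10g072700 (PAR1 protein, F = 4.84, adjusted p = 9.3e-12), Vigun07g246900, Vigun05g181900, Vigun05g181600 and Vigun05g182000 in cowpea.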

A key difference between the 2 host models is that a higher proportion of genes respond to infection overall in common bean than in cowpea. This suggests that although overall variance in host gene expression across isolates is similar between the 2 species, cowpea exhibits a weaker average transcriptional response to Botrytis than common bean. This may partially explain the slightly larger average lesion size for cowpea (Fig. 2a).

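The median absolute log2FC between infected and mock was 0.61 in common bean and 0.49 in cowpea, with a median SE of 0.30 and 0.38. Infected minus mock had the same sign in the batches with a mock library for 12281 genes in common bean (3 batches) and 13094 in cowpea (2 batches). At an adjusted p under 0.1, 9006 common bean genes and 3669 cowpea genes were called. From a higher proportion of genes with an infection effect in common bean, the paper proposes a weaker average transcriptional response in cowpea.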

**Fig. 7.**
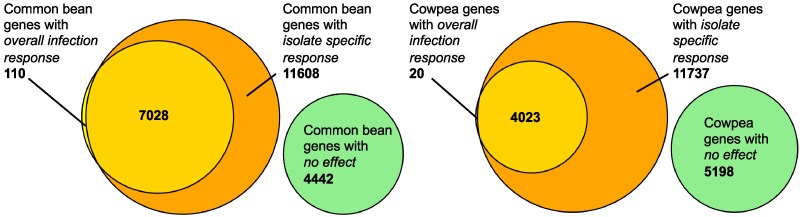
Summary of ANOVA for each legume host gene expression at 48 HAI with Botrytis. Host genes were separately modeled with the formula gene expression ∼ infected + infected/isolate. Genes are included in each category if FDR < 0.05 for that model term. Genes with little to no expression are not diagrammed and include 11,273 genes for common bean and 14,993 genes for cowpea.

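Over the means of the 72 isolates, with each host gene centred and scaled, PC1 explained 53.9% of the variance in common bean and 44.4% in cowpea. In replicates 1, 2 and 3 alone it explained 43.8, 41.7 and 48.1% in common bean and 39.8, 35.8 and 39.1% in cowpea. With genes centred but not scaled it explained 78.1 and 68.2%.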

To assess the overall behavior of the 2 host transcriptomes, we initially conducted PCAs that showed the PC1 in common bean explained 39% of its transcriptomic variation, while the PC1 in cowpea explained 42% of its transcriptomic variation (Supplementary Fig. 6). In both hosts, PC1 associates with the estimated Botrytis biomass (as measured by total reads mapped to the pathogen; Botrytis transcript abundance) (Supplementary Fig. 6a). 

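PC1 of the host and the share of Botrytis reads had r = 0.72 and rho = 0.71 over 72 isolates in common bean, and r = 0.76 and rho = 0.82 in cowpea (permutation p = 1e-05 for each, the smallest the resamples can give, adjusted p = 4.0e-05 over 4 relations of PC1 and PC2 in each host). Without the 2 isolates farthest from the median score, r was 0.68 and 0.75, and within replicates 1, 2 and 3 it was 0.66, 0.51 and 0.56 in common bean and 0.62, 0.62 and 0.60 in cowpea.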

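For PC1 of common bean and lesion size over 65 isolates, r = 0.15 (permutation p = 0.23, adjusted p = 0.23) and Spearman's rho = 0.12 (p = 0.33, adjusted p = 0.33), with r = 0.13 without 2 isolates and 0.19, 0.17 and 0.01 within replicates. For PC1 of cowpea, r = 0.33 (permutation p = 0.0065, adjusted p = 0.013) and Spearman's rho = 0.31 (p = 0.013, adjusted p = 0.027), with r = 0.33 without 2 isolates and 0.29, 0.10 and 0.37 within replicates.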

Interestingly, PC1 in either host does not associate with lesion size at 96 HAI (Supplementary Fig. 6b). Because host gene expression is not strongly associated with disease incidence but is instead more responsive to the abundance of Botrytis transcripts this suggests that host response during early infection is influenced primarily by variation in the Botrytis isolate. This agrees with previous observations that lesion formation and Botrytis biomass are only mildly correlated (Corwin, Subedy et al. 2016).

### Host orthology analysis reveals several conserved patterns in response to Botrytis

To enable a direct comparison of host responses between the 2 host species, we conducted a genome-wide orthology analysis to procure a list of single-copy orthologs between common bean and cowpea. This identified 18,913 genes that are single-copy orthologs between common bean and cowpea. These are genes that have a single gene match across the legume species and allow us to directly compare the transcriptome response to Botrytis between both host species. A majority (∼70%) of the expressed host genes in the study comprise the list of single-copy orthologs, a representative subset of both the cowpea and common bean genome (Supplementary Fig. 7). In either host, nonorthologs have a similar proportion and magnitude of response to infection compared with single-copy orthologs (Supplementary Fig. 8). While nonorthologs are biologically relevant to host defense, we focused largely on single-copy orthologs to compare host responses directly.

Of the 18,913 single-copy orthologs, 2,923 were expressed in common bean, but not cowpea, 2,509 were expressed in cowpea, but not common bean, and 5,294 were not expressed in either host. The remaining 8,187 single-copy orthologs expressed in both hosts were then filtered to the 2,541 that had a significant response to Botrytis infection in both hosts. 

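The part of Supplementary Table 9 that could be read listed 1998 pairs and Supplementary Table 11 407, 2340 different pairs together, and 1491 of them had both genes in the deposited tables. Both genes passed the filter for 1477 pairs, and 913 of these passed the FDR for infection in common bean, 0 in cowpea and 0 in both with limma-trend, while 557 had an unadjusted p under 0.05 in both hosts. With limma-voom 9.00% of the pairs passed in both hosts, and without replicate 1 23.1% did. A single fit of both hosts over the 1491 pairs, chosen after these counts were seen, called 254 pairs in both hosts.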

Using this list of orthologs, we directly compared the 2 host species' transcriptomic responses to Botrytis infection by calculating the mean expression of each gene in the mock sample and across all the Botrytis isolates. This was used to calculate the log2 fold change (log2FC) of each transcript in response to infection within each host species. 

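The log2FC here, from the fitted means of log2(CPM + 1), was set against the paper's in Supplementary Table 9. Across pairs, which are not independent replicates, r was 0.952 for the 1163 common bean genes and 0.967 for the 1157 cowpea genes, and the direction was the same for 98.1 and 97.9% of them.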

Plotting the log2FC values of each single-copy ortholog across the 2 host species allowed for splitting the genes into 4 quadrants: upregulated in both hosts, downregulated in both hosts, upregulated in common bean but downregulated in cowpea, and downregulated in common bean but upregulated in cowpea (Fig. 8, Supplementary Table 9). This showed that while most host orthologs show similar responses to infection, there is a set of genes with opposite responses to infection in the 2 host species.

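Of the 1477 pairs, 1148 (77.7%) had the same direction in both hosts, and the log2FC in common bean and in cowpea had r = 0.77 and rho = 0.74 across pairs, which are not independent replicates. The median absolute log2FC was 0.78 in common bean and 0.66 in cowpea. Among the 1166 pairs of Supplementary Table 9 alone, 850 (72.9%) had the same direction, with r = 0.66 and rho = 0.62. Their median absolute log2FC was 0.60 and 0.50. Of the 557 pairs at an unadjusted p under 0.05 in both hosts, 312 were higher in both, 28 went in opposite directions and the others were lower in both. From the 4 quadrants, the paper concludes that most orthologs respond alike and that a set responds in opposite directions (Fig. 8).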

**Fig. 8.**
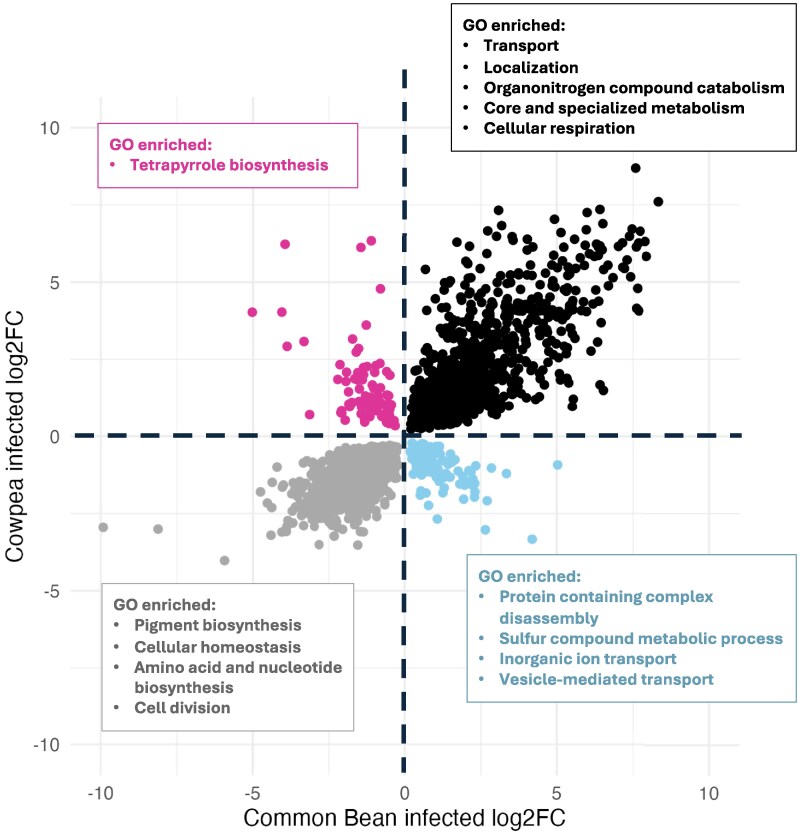
Orthology reveals shared and host-specific responses to Botrytis. Comparative log2FC of single-copy orthologs between cowpea and common bean that have a significant response to infection in both host species. Log2FC is calculated as the difference in expression from control to infected. Genes are colored by their expression pattern, where magenta is upregulated in cowpea and downregulated in common bean, blue is upregulated in common bean and downregulated in cowpea, black is upregulated in both, and grey is downregulated in both. Summary of significantly enriched GO terms (*P* < 0.05) is shown for each quadrant. Only genes significantly altered by infection are shown (FDR < 0.05).

GO analysis on the 1,235 genes upregulated by Botrytis infection in both host species identified 86 significantly enriched GO terms. The most significant terms were dominated by those related to localization and transport, but many significant terms also included cellular respiration and core cellular metabolic processes, including terms for mono- and dicarboxylic acids, pyruvate, nucleotides, etc. (Supplementary Table 10). Additionally, several pathways producing specialized metabolite precursors were upregulated in both hosts, including malonate and isoprenoid biosynthesis. These pathways potentially feed into the downstream production of flavonoids and terpenes. 

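The ERF1 gene Phvul.007G193300 had 27.7 ± 11.7 CPM (SD, n = 3) in mock-inoculated common bean. In infected common bean it had 282 ± 238 CPM (SD over the infected libraries), a log2FC of 2.63 (SE 0.78, limma adjusted p = 0.0042). Its ortholog Vigun07g099700 had 5.29 CPM in mock and 128.8 CPM in infected cowpea, a log2FC of 3.90 (SE 1.41, adjusted p = 0.077), and 64 of 72 isolates lay above both mock libraries.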

Defense signaling pathways were also upregulated in both hosts, including jasmonic acid pathway genes (JAZs, LOX3, OPR3) and ethylene pathway genes (ACC synthase, ERF1).

Testing the 1,088 single-copy orthologs downregulated in both hosts during infection identified 39 GO terms. Overall, these terms were more representative of processes associated with photosynthesis and growth, including pigment, amino acid, and nucleotide biosynthesis, cell division, and cellular homeostasis. These processes are also downregulated in other diverse host plants when infected by Botrytis (Windram et al. 2012; Zhang et al. 2017, 2019; De Cremer et al. 2013).

There were 218 single-copy orthologs differentially responsive in the 2 species (Fig. 8). 

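In the single fit of both hosts, chosen after the counts for each host were seen, a test of the difference between the infection responses passed the FDR for 68 of 1491 pairs, 42 with the larger log2FC in common bean and 26 with the larger one in cowpea, and 4 pairs were past the FDR in both hosts in opposite directions. Of these 68 pairs, 38, 22 and 14 stayed past the FDR without the mock library of common bean replicate 1, 2 or 3, and 4 and 4 without that of cowpea replicate 2 or 3. Of the pairs of Supplementary Table 9 that the paper gives opposite directions and whose genes are in the deposited tables, 290 of 311 had opposite directions here, and 829 of 855 with the same direction had the same.

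**Figure D4:**
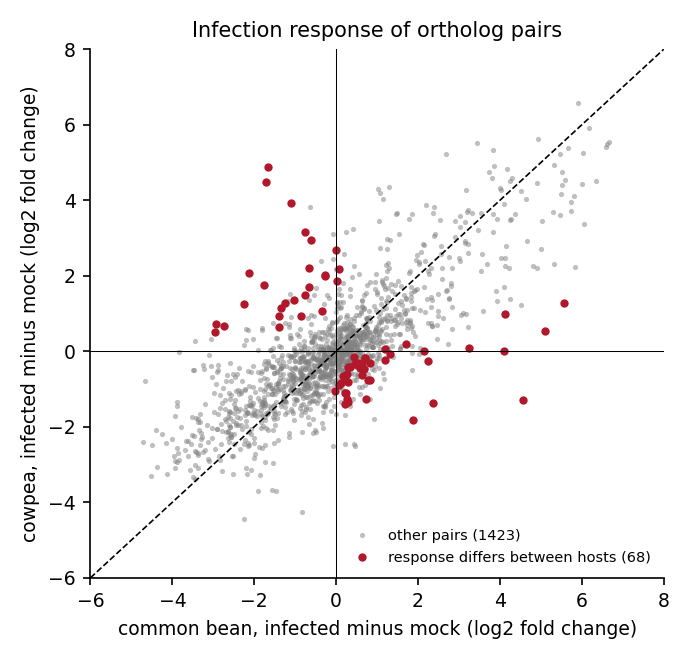
log2FC between infected and mock of each of the 1491 ortholog pairs in common bean (x axis) and cowpea (y axis) in the single fit of both hosts, with the 68 pairs whose responses differ in red and the dashed line at equal responses. 77.6% of the pairs have the same sign in both hosts.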

Relatively few genes were downregulated in common bean but upregulated in cowpea, with only 2 enriched GO terms both relating to tetrapyrrole biosynthesis. For those genes upregulated in common bean but downregulated in cowpea, these were enriched for 5 GO terms, including complex disassembly, sulfur compound metabolism, and transport.

### Co-expression analysis reveals differences in upregulated host responses to Botrytis

To provide more information on the processes represented in the single-copy orthologs in the genomic contexts of both hosts, we used the host GCNs. The host GCNs were determined separately for each host species so that networks could be built with both orthologous and nonorthologous genes within each host. The networks were filtered to those that had at least 10 members, and had at least 50% of their members as a host single-copy ortholog significantly altered by infection in both hosts (same genes as Fig. 8). This resulted in 37 infection-responsive host networks, 20 for common bean and 17 for cowpea. 

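The median log2FC of the network's genes between infected and mock was below 0 for 10 of 20 common bean networks and 9 of 17 cowpea networks, and it was between -3.15 and -0.90 in these common bean networks and between -2.09 and -0.87 in these cowpea networks. The members were taken from Supplementary Table 11, where the study chose them from the same libraries.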

Approximately half of these networks contained orthologs that were downregulated in both hosts, mainly annotated as photosynthetic genes (Supplementary Table 11).

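Networks with a median log2FC above 0 had medians between 0.57 and 3.26 in common bean and between 0.62 and 3.32 in cowpea. The orthologs of each of the 37 networks had a median of the same direction in the other host. Over isolates, the median pairwise r within a network had a median of 0.96 in the host where it was found and 0.91 for the same orthologs in the other host, and 35 of 37 networks were above the central 95% of random lists in the other host.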

To look more closely at processes upregulated in response to Botrytis in both hosts, we focused on the upregulated networks, which included 10 for common bean and 8 for cowpea. These networks contained a blend of single-copy orthologs and other genes specific to each host (Fig. 9a). Since the majority of the network members were single-copy orthologs upregulated in response to Botrytis in both hosts, we hypothesized that the genes are similarly regulated in either host. Therefore, we expected that corresponding networks across hosts would share a high fraction of genes. However, we found a relatively low degree of similarity in gene content between the upregulated host networks (Fig. 9b). 

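Over the 80 pairs of an upregulated common bean network and an upregulated cowpea network, 8 shared at least 1 ortholog. As a share of the orthologs of both networks, the largest overlap was 4 of 20 (20%). In 2 pairs of networks 4 orthologs were shared, 50% of those in the smaller network, which was the highest share of that kind. PV474 and VU192 shared 3 of 28 (10.7%), or 21.4% of the orthologs in the smaller network.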

The 5 most similar networks (ranging from 14% to 35% match) all resembled various transport/signaling pathways, with the exception of 2 biosynthetic networks (PV474 and VU192). These 2 networks were chosen as an example to compare similar responsive pathways between the 2 hosts (Fig. 9c). 

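C4H is Phvul.008G247400 in common bean, with 478 CPM in mock and 2251 CPM in infected leaves, a log2FC of 1.78 (SE 0.63, limma adjusted p = 0.015), and Vigun08g135200 in cowpea, with 250.4 and 1294 CPM, a log2FC of 2.18 (SE 0.74, limma adjusted p = 0.076). The isolates above each mock library of the host were 62 and 69 of 72. The aquaporin SIP1A had a log2FC of 3.29 (SE 0.68, limma adjusted p = 1.3e-04) in common bean (Phvul.001G097000) and 1.28 (SE 0.44, limma adjusted p = 0.077) in cowpea (Vigun01g084200). AAE18 had a log2FC of 3.01 (SE 0.63, limma adjusted p = 1.5e-04) in common bean (Phvul.002G235900) and 2.04 (SE 0.71, limma adjusted p = 0.077) in cowpea (Vigun03g101400). Adjusted over the list alone, with ERF1 and chorismate mutase 1 added, 5 of 5 genes passed in common bean and 5 of 5 in cowpea, which is not independent evidence, and 5 and 0 passed over all genes.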

The shared single-copy orthologs between these networks are 3 genes: phenylpropanoid pathway gene C4H (cinnamate-4-hydroxylase), aquaporin protein SIP1, and acyl-activating enzyme 18 (AAE18). The other network genes have connections to shikimate and phenylpropanoid metabolism, but are different specific genes in each species. This shows shikimate and phenylpropanoid metabolism, which are upregulated in both common bean and cowpea, have specific differences in response to Botrytis infection. Thus, even for shared upregulated networks in closely related hosts, the hosts differ in specific network composition.

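Chorismate mutase 1, a gene of the shikimate pathway that Supplementary Table 11 lists in PV474 alone, had a log2FC of 1.56 (SE 0.39, limma adjusted p = 9.9e-04) in common bean (Phvul.004G032900) and 1.26 (SE 0.47, limma adjusted p = 0.078) in cowpea (Vigun04g056600).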

**Fig. 9.**
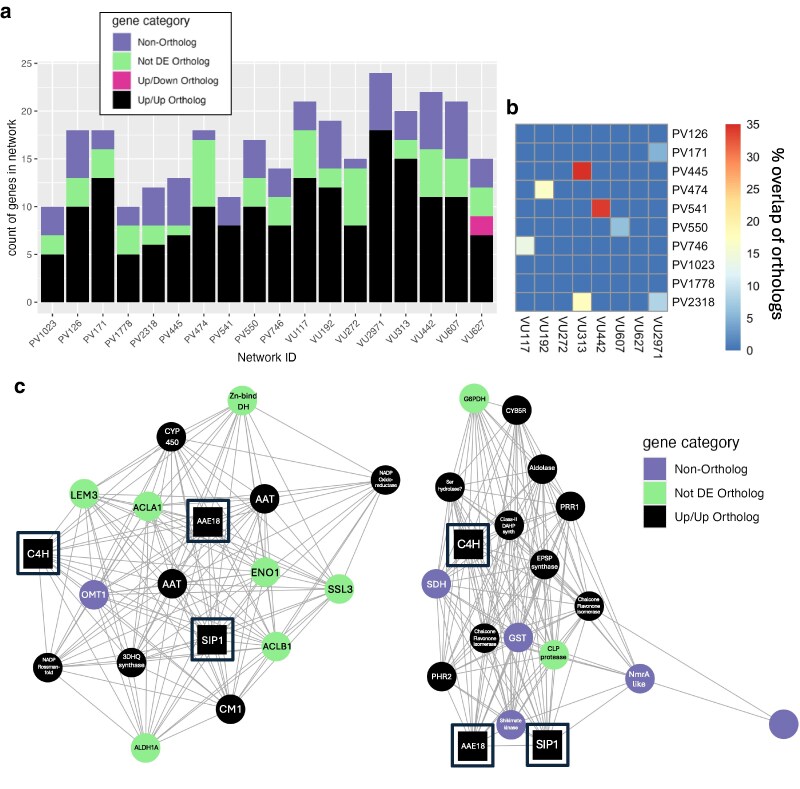
Upregulated host networks share similarities in overall function, but high variability in gene membership across host species. a) Total genes present in each upregulated host network, colored by orthology and regulatory category. Up/up ortholog = upregulated in both hosts during infection, up/down ortholog = upregulated in one host and downregulated in the other during infection, not DE ortholog = not differentially expressed during infection, and Nonortholog = a gene without single-copy orthology between the hosts. b) Heatmap showing network homology via the percent of overlap among single-copy orthologs across networks. c) Upregulated phenylpropanoid biosynthetic GCNs from common bean (PV474) and cowpea (VU192) with homology across hosts. Squares represent single-copy orthologs with overlap across the networks.

Some of the upregulated single-copy orthologs in Fig. 8 were from the well-known hormone defense-signaling pathways jasmonic acid (JA) and ethylene. These pathways have previously been shown to be involved in plant defenses against Botrytis. Therefore, we specifically investigated upregulated host GCNs for the presence of JA or ethylene networks. There were 4 single-copy jasmonate-ZIM domain orthologs that were upregulated in both hosts. Of these, none appeared in co-expression networks for common bean. 2 of them, JAZ1 and JAZ6, appeared across 3 GCNs in cowpea. Interestingly, these networks did not include other known and upregulated JA pathway genes (i.e. LOX3, OPR3). For ethylene signaling, there were 3 ERF1 orthologs upregulated in both hosts. Of these, none appeared in co-expression networks for cowpea. One appeared in a network for common bean (PV171), otherwise this network's known members consist of those involved in signaling and transport (Supplementary Table 11). This suggests that these defense response networks are differentiated between common bean and cowpea.

### Most host orthologs respond differently to Botrytis isolates in either host

The composition of the host GCNs upregulated in both hosts suggests that while many of the same orthologs are generally upregulated during infection in either host, they co-express differently across hosts, likely depending on both the host and the infecting Botrytis isolate. We tested for these effects by modeling all single-copy orthologs with the following model: Single-copy ortholog expression ∼ host + isolate + host X isolate. This revealed that single-copy genes shared between the hosts largely shift in their expression not only in either host, but also in response to genetic diversity in Botrytis. A large proportion of single-copy orthologs had significant effects across host species, Botrytis isolate, and the interaction (Fig. 10). 

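Host, isolate and their interaction were fitted with sequencing batch within host over the infected libraries for 1491 pairs, on log2(CPM + 1) of the gene of each host with TMM over the pairs and no correction for gene length. At least 1 term passed the FDR for 1481 pairs and all 3 for 822. These pairs are those of Supplementary Tables 9 and 11 that could be read. Of them, 1180 are in Supplementary Table 9, which the supplement describes as covering all host genes of the study. The others come from Supplementary Table 11 alone, whose networks the paper chose for orthologs that respond to infection.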

The vast majority of the expressed orthologs (94%) were differentially expressed between host species, a result expected given that this analysis integrates gene expression from 2 distinct genomes. Despite this strong effect, isolate and host × isolate interaction also contributed substantially to host ortholog expression. Specifically, 81% of the plant orthologs were differentially expressed across isolates, indicating that pathogen genetic diversity broadly shapes host transcriptional responses, and this differs between the 2 hosts. 

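A host effect was found for 1387 of the 1491 pairs (93.02%), and the count ran from 1336 to 1392 with 1 replicate left out.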

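An isolate effect was found for 1225 pairs (82.2%), and for 1020 to 1151 with 1 replicate left out.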

Orthologs that varied across isolates but not the interaction term likely represent responses relatively conserved between hosts. However, over half of host orthologs (53%) had significant host × isolate interactions, indicating isolate-specific effects that differ between hosts. Together, this shows that although these closely related host species share much of their genome, their shared gene expression programs are intricately fine-tuned in response to genetic diversity in a generalist pathogen.

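A host × isolate interaction was found for 998 pairs (66.9%), for 338 to 685 with 1 replicate left out, and for 691 without the batch term. With the share of Botrytis reads added to the terms, with its own slope in each host, 36.9% of these pairs stayed past the FDR.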

**Fig. 10.**
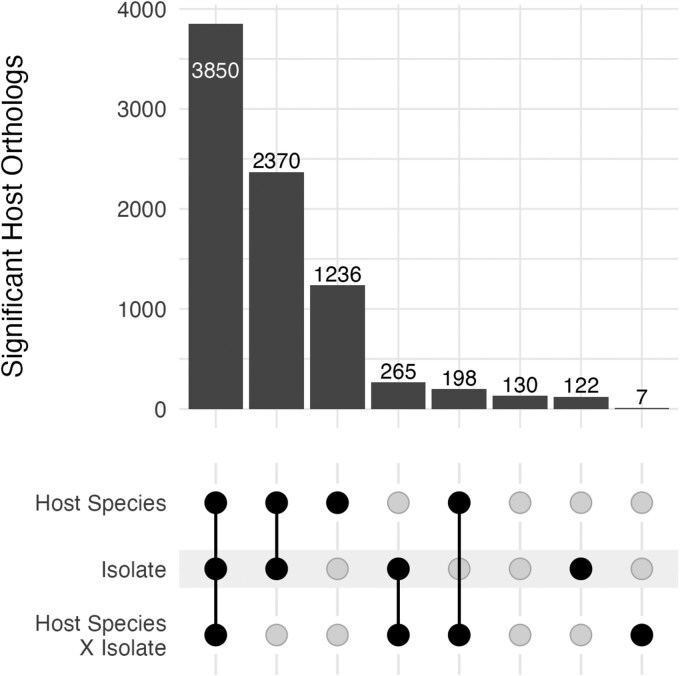
Most host single-copy orthologs show differential expression across hosts and in response to Botrytis. Upset plot summary of ANOVA for each host single-copy ortholog gene expression for legume hosts at 48 HAI. Host orthologs were modeled with the formula: Ortholog expression ∼ Host Species + Isolate + Host Species * Isolate. Genes are included in each category if the FDR-adjusted *P*-value was < 0.05 for that model term. Genes with little to no expression are not diagrammed and include 5,294 host orthologs.

## Discussion

To understand how differences between closely related host species shape interactions with a generalist pathogen, we examined infection outcomes and co-transcriptomic responses of *B. cinerea* and 2 closely related legume hosts, common bean and cowpea. Using a diverse panel of 72 Botrytis isolates, lesion formation and gene expression were quantified in both host and pathogen to separate the effects of host genetic diversity, pathogen diversity, and their interaction (Fig. 1). This identified complex, fine-tuned molecular responses in both host and pathogen that were masked at the phenotypic level.

### Botrytis infection of closely related hosts reveals conserved and divergent molecular interactions

A central question in host generalism is how differences between host species shape molecular interactions during infection. For closely related hosts, this question narrows to (i) whether a generalist pathogen uses similar virulence strategies across hosts, and (ii) whether related hosts respond similarly to the same pathogen. Recent work has shown that Botrytis displays host-specific gene expression across eudicots while maintaining a core of genes expressed across all hosts (Singh et al. 2025). Consistent with this, we observed a mixture of conserved and divergent responses in both host and pathogen transcriptomes, revealing substantial molecular divergence despite close host genetic similarity.

The Botrytis transcriptomic response to closely related hosts was highly host specific, with 90% of the quantifiable transcriptome showing host-dependent expression differences (Fig. 3b). This indicates that Botrytis can sense and differentially respond to subtle differences between hosts. Many of the Botrytis genes differentially expressed between hosts encoded cell wall-modifying enzymes (Fig. 4a), a core component of Botrytis virulence (van Kan 2006). We identified 27 putative Botrytis CAZymes that were differentially expressed during infection of leaves of closely related hosts (Supplementary Table 4). In contrast, prior work using Botrytis isolate B05.10 reported that none of the 1,155 CAZymes encoded in the genome showed host-specific expression on lettuce leaves compared with grape and tomato fruit, showing the utility of using an isolate collection (Blanco-Ulate et al. 2014). Our result indicates cell wall-modifying gene expression during leaf infection may exhibit greater host specificity and responsiveness than previously appreciated. In contrast to these host-specific patterns, expression of some Botrytis specialized metabolic pathways were more conserved between hosts. Biosynthetic gene clusters for the phytotoxins botrydial and botcinic acid showed conserved expression across hosts but varied across isolates (Fig. 5), indicating induction of these major virulence pathways is similar on these 2 hosts. Nevertheless, the full breadth of phytotoxic metabolites produced by diverse isolates of Botrytis remains poorly characterized. We also identified several Botrytis specialized metabolic enzymes differentially expressed between hosts (Fig. 4, a and b), and because small changes in pathway composition can substantially alter final metabolite profiles, it is likely that Botrytis deploys distinct blends of specialized metabolites even when infecting closely related hosts. Together, these results indicate that Botrytis balances conserved virulence strategies with finely tuned, host-specific mechanisms to optimize infection across closely related hosts.

The 2 host species also showed host-dependent differences. Single-copy orthologs between common bean and cowpea enabled direct comparison of the host transcriptional responses to Botrytis. Among expressed host single-copy orthologs, 97% were differentially expressed between the hosts that was largely quantitative (Fig. 10). Despite this extensive divergence, both hosts retained canonical features of the eudicot defense response to necrotrophs. In both hosts, JA and ethylene signaling pathways were upregulated, while photosynthetic machinery was downregulated, consistent with prior studies of Botrytis infection in Arabidopsis (Windram et al. 2012; Zhang et al. 2017, 2019) and lettuce (De Cremer et al. 2013). Phenylpropanoid metabolism was also induced in both hosts, in line with its well-established role in biotic defense (Ranjan et al. 2019; Ninkuu et al. 2025). Alongside these shared pathway-level responses, many single-copy orthologs exhibited opposite regulation between hosts, demonstrating that conserved genes can respond differently to the same pathogen challenge (Fig. 8). These oppositely regulated orthologs spanned diverse functions, with no entire pathways showing consistent opposite regulation. Thus, while major host defense pathways are conserved between closely related hosts, this response is tailored with host-specific gene expression.

### Shared pathways swap gene membership according to host variation

Focusing on co-expression networks in both the host and pathogen, identified GCNs that were differentially modulated between the hosts. These had a similar architecture in which a common core set of genes in the GCN was shared across the 2 hosts, while the extended membership of the module showed extensive gene swapping. This suggests a potential structure for explaining plasticity in host–generalist interactions, whereby instead of full rewiring of pathways depending on the host/attacker, metabolism is shifted around a common core.

Among the Botrytis GCNs, we identified an illustrative example of how gene membership can shift around a common core in a host-dependent manner. Using this example gives an outline of how this particular shift has plausible mechanistic consequences. This Botrytis GCN centers around an NRPS gene cluster on chromosome 12 (Fig. 6). NRPS genes produce nonribosomal peptides, a structurally diverse group of natural products with a broad range of biological activities, including toxins, pigments, and siderophores (Martínez-Núñez and López 2016). NRPS gene clusters are common in fungi, and previous analysis of the B05.10 genome recovered 11 distinct NRPS clusters (Valero-Jiménez et al. 2020). However, little is described about their potential function in Botrytis virulence. Previously, NRPS1 in B05.10 has been shown to confer protection for Botrytis against exogenous toxins, but its deletion actually increased virulence (Fernández-Morales et al. 2021). The Botrytis GCN when infecting common bean contains several key flavonoid precursors and both a PKS and NRPS gene cluster. Other fungi have hybrid PKS-NRPS enzymes that catalyze steps in flavonoid biosynthesis (Zhang et al. 2022). In contrast, on cowpea, this Botrytis GCN only consists of the NRPS gene cluster, and all the shikimate/flavonoid pathway genes are absent. This may indicate that this GCN has a host-dependent modularity in which an NRPS gene cluster can be used for divergent purposes by the same pathogen infecting different hosts.

A similar pattern of core GCNs with modified gene membership was also found when comparing the 2 host species (Fig. 9a). One example was a phenylpropanoid associated GCN that shares a common set of genes across the 2 hosts with a set of distinct genes in each species (Fig. 9c). Although the core enzymatic steps of the phenylpropanoid pathway are conserved across land plants, gene expression is extensively regulated by species-specific transcriptional networks in response to environmental stimuli (Liu et al. 2015). Recent support for the ability of plant regulatory networks to rapidly evolve was evidence that angiosperm gene expression patterns evolve more rapidly than animals (Schuster et al. 2026).

The identification of this pattern in both host and pathogen suggests that shifting regulatory network membership may play a role in the changing relationship between closely related hosts. Complicating this model are some limitations on the utility of network approaches to fully describe biological systems. In particular, it is critical to emphasize that GCNs represent correlations only and do not measure the distance between interacting genes. Additionally, complexities of gene orthology/paralogy complicate mapping GCNs across distant species. The use of closely related species with a high fraction of singly copy orthologs limits but does not obliviate this complication. While the specific mechanistic hypotheses generated in this study will require further validation, these findings show host-dependent transcriptional responses involve network modulation around a common core of genes in both host and pathogen.

### Disease similarity hides molecular variation in both host and pathogen

Frequently, phenotypic surveys are used prior to conducting molecular assays to identify comparisons with the largest changes. This makes an assumption that virulence phenotype and the molecular underpinnings are largely comparable. The Botrytis-bean and Botrytis-cowpea comparison did not support this assumption. While Botrytis lesion formation was similar in these closely related hosts, there were distinct, complex, hidden gene expression differences in both host and pathogen underlying this phenotype. Therefore, fairly dissimilar transcriptomes can lead to similar disease outcomes. The first line of evidence supporting this is that lesion formation was primarily driven by Botrytis isolate variation, with no significant host × isolate interaction (Fig. 2d; Supplementary Table 1), while a majority of both host and pathogen transcripts had a significant host × isolate interaction (Figs. 3b and 10). The second line of evidence is that variation and means for lesion sizes were similar between hosts (Fig. 2a), while host and pathogen transcriptomes showed comparably large divergence between hosts. Botrytis transcriptomes were overall highly distinguishable by the host being infected (Fig. 3a). Finally, the expression of single-copy orthologs between the hosts differed markedly (Fig. 10a).

In the context of host generalism, these results caution against assumptions that similar disease outcomes implicitly arise from conserved molecular interactions. Instead, Botrytis achieves phenotypic consistency through flexible, host-specific transcriptional programs, and likewise hosts execute distinct responses that can converge on similar measures of susceptibility. This pattern is consistent with a convergent evolutionary framework, in which similar disease phenotypes can be maintained by selection on pathogenic success, even when the underlying host–pathogen molecular interactions differ substantially. Under this model, host generalism is enabled not by mechanistic uniformity but by genome-wide transcriptional plasticity in both organisms. We highlight a broader need for co-transcriptome studies to strengthen this model and continue enhancing our understanding of the biology underlying generalist pathogens.

## Materials and methods

### Plant materials and growth conditions

To test how genetic diversity within closely related hosts of Botrytis influences disease outcome, 4 genotypes for each of 2 related host species, common bean (*P. vulgaris*) and cowpea (*V. unguiculata*) were included. Genotypes were sourced from the Gepts lab at UC Davis and included UC Cran, UC Tiger's Eye, Black Nightfall, and Orca for common bean, and CB27, CB46, Sanzi, and IT97K-499-35 for cowpea. All plants in this study were grown in the same greenhouse with 16 h of supplemental lighting, 30% to 80% humidity, and a temperature of 65 to 80 °F. Seeds were germinated and grown in Agronomy Mix, and drip irrigated 5 times a day. For lesion phenotyping, plants were grown for 2 independent trials, one in May 2022 and one in July 2022. For transcriptomics, common bean was grown in January 2024, while cowpea was grown in April 2024. Plants were grown for the formation of several true leaves, and before flowering, approximately 4 weeks.

### *B. cinerea* materials and growth conditions

A set of 72 Botrytis isolates was used in this study, as described previously (Singh et al. 2025). This set of 72 samples the genetic diversity and virulence of a larger population of 96 Botrytis isolates, originally isolated as single spores from plant tissues collected mainly from California and internationally (Zhang et al. 2017, 2019; Caseys et al. 2021). There is no evidence of population structure by host or geography in this collection of isolates (Atwell et al 2018). Isolates were stored at −80 °C as a spore stock in 60% glycerol. For experiments, spores were diluted 1:10 (v/v) glycerol stock in sterile grape juice and grown on potato dextrose agar for 2 weeks to obtain spores for infection assays.

### Detached leaf assay

To measure the virulence of Botrytis and hosts within the legumes, the above 8 host genotypes of common bean and cowpea were infected with 72 Botrytis isolates using a previously described detached leaf assay (Denby et al. 2004; Corwin et al. 2016; Soltis et al. 2019). This used a randomized complete block design with 3 independent replicates for each host–genotype combination. Performed across 2 independent experiments, this yielded 6 replicates of lesion phenotype data for each host–pathogen genotype combination.

For each above independent experiment, leaves were collected from approximately 40 plants for each genotype and randomly distributed across trays containing 1 cm of 1% phytoagar with humidity domes at room temperature. Inoculum was generated by growing spores on PDA plates for 10 to 14 d, collecting spores into water, then diluting them into 50% grape juice to 10 spores/μL. Grape juice was used as the inoculum medium to promote consistent germination across isolates. This alleviates issues where Botrytis has genetic variation impacting germination on single sugar sources (Blakeman 1975; Clark 1977; Benito et al. 1998; Denby et al. 2004). Detached leaves were inoculated on 2 sites on either side of the adaxial leaf surface (Fig. 1) with 2 different Botrytis isolates.

### Lesion measurement and analysis

To measure the developing lesions, images of trays containing inoculated leaves were collected at 24, 48, 72, and 96 HAI. At 72 HAI, lesion formation was visible and quantifiable on leaves. For 72 and 96 HAI images, lesion areas were traced digitally using the EBImage and CRImage packages (Pau et al. 2010; Failmezger et al. 2012) in a previously described R pipeline (Fordyce et al. 2018), then manually inspected to verify accuracy. Lesion areas in pixels were converted to mm^2^ using a reference scale included within each image.

Lesion area was modeled using the lme4 package (Bates et al. 2015). We modeled lesion area according to the host, pathogen, and their interactions while accounting for experimental design with the following:

Lesion Size ∼ Species + Species/Genotype + Isolate + Species * Isolate + Species/Genotype * Isolate + (1|Tray) + (1|Trial)

Host genetic diversity, including both “Species” and “Species/Genotype” (genotype nested within species), pathogen genetic diversity as “Isolate,” and their interactions were treated as fixed effects. Experimental design components, including “Tray” (phytoagar flat containing inoculated leaves within a randomized block design) and “Trial” (independent experiment), were treated as random effects.

### RNAseq library preparation and sequencing

To measure the associated gene expression patterns of both host and pathogen during infection, the above detached leaf assay was conducted with 1 selected genotype each from common bean and cowpea. The host genotypes were selected based on a number of factors, including range of infection phenotypes across the Botrytis isolates, available reference genomes, and ease of healthy plant growth. The detached leaf assay was performed as 1 independent experiment for each host species, yielding 3 replicates of transcriptomic data.

At 48 HAI, a 1.20 cm diameter leaf disc containing the inoculation site was removed and immediately flash frozen in liquid nitrogen. Mock leaf samples that were inoculated with grape juice only were also collected at 48 HAI. The 48 HAI timepoint was selected based on a pilot experiment conducted at 24, 30, 36, and 48 HAI, which showed that 48 HAI yielded the highest proportion of fungal-mapped reads. Inoculated leaf discs were stored at −80 °C until processing. Libraries were prepared according to a previously described method (Kumar et al. 2012; Zhang et al. 2017). RNA extraction was conducted by placing samples in liquid nitrogen and then homogenizing by rapid agitation in a bead beater, followed by direct mRNA isolation using the Dynabeads oligo-dT kit. First- and second-strand cDNA was produced from the mRNA using an Invitrogen Superscript III kit. The resulting cDNA was fragmented, end-repaired, A-tailed, and barcoded as previously described. Adapter-ligated fragments were enriched by PCR and size-selected using AMPure XP beads for a mean of 300 bp prior to sequencing. Barcoded libraries were pooled in batches of 74 (1 host species inoculated with 72 isolates and 2 mocks) and submitted for paired-end 150 bp sequencing on a single lane per pool using the AVITI sequencing platform at the UC Davis Genome Center (DNA Technologies Core, Davis, CA).

### Transcriptomic data analysis

The resulting fastq files were separated by adapter index into individual sample files. Quality control was done with MultiQC (Ewels et al. 2016). Raw paired-end sequencing reads were quality-trimmed and filtered using Trimmomatic (Bolger et al. 2014). Adapter sequences were clipped using the ILLUMINACLIP module, allowing up to 2 seed mismatches, a palindrome clip threshold of 30, and a simple clip threshold of 10. Reads were further processed to remove low-quality bases from the 5′ and 3′ ends, trim within a sliding window of 4 bases where the average quality dropped below 15, and discard reads shorter than 20 bases. Trimmed and paired reads were retained for downstream analysis, and quality was reassessed with MultiQC. Reads were mapped to reference genomes using Hisat2 (Kim et al. 2019). Bulk reads were mapped first to the host genome (Lonardi et al. 2019; Schmutz et al. 2014). The remaining unmapped reads were mapped to Botrytis B05.10 isolate reference genome (Van Kan et al. 2017). Read counts were obtained from the mapped reads using RSubread (Shi 2017). Read counts were TMM normalized with the EdgeR package (Robinson et al. 2010). Low-expression genes (genes with <1 CPM in <20% of samples within each host) were removed from the dataset. All statistical analyses were conducted within R.

To estimate the effects of host and pathogen on all transcripts, a generalized linear model with a negative binomial distribution (log link) was fitted using the glmmTMB R package. Host gene expression was modeled for each host gene across both species with the following:

Host gene expression ∼ Infected + Infected/Botrytis Isolate + (1|Tray) + (1|Sequencing Batch)

Infection status, including both “Infected” (inoculated with any Botrytis vs mock) and “Infected/Botrytis Isolate” (Botrytis isolate nested within infected), was treated as fixed effects. Experimental design components, including “Tray” (phytoagar flat containing inoculated leaves within a randomized block design) and “Sequencing Batch” (sample set prepared and sequenced together), were treated as random effects.

For the Botrytis transcripts, both hosts were included in the same model. The effects of host species, Botrytis isolate, and their interaction were modeled using the following formula:

Botrytis gene expression ∼ Host Species + Botrytis Isolate + (Host Species * Botrytis isolate) + (1|tray) + (1|sequencing batch)

Estimated marginal means and standard error for each transcript were determined for each host genotype & Botrytis isolate using the emmeans package (Lenth and Piaskowski 2017). Model results were summarized using type II Wald chi-square tests from the car package to evaluate the significance of each fixed effect. Resulting *P*-values were adjusted for multiple comparisons using the false discovery rate (FDR) correction (Benjamini and Yekutieli 2001).

PCA was conducted in R's base package (R Core Team 2024). To evaluate the correlation of Botrytis lesion size and Botrytis transcriptome abundance to principal components, the following model was used:

Botrytis lesion size ∼ PC1 + PC2

To assess enrichment of certain gene classes in differentially regulated Botrytis genes, hypergeometric tests were performed with the stats package in R. *P* values were calculated for both overenrichment and underenrichment of the gene class for a given regulation group, then FDR adjusted.

### Co-expression network analysis

To assess gene co-expression patterns both within and across host and pathogen, we used a previously described gene co-expression network analysis pipeline (Wisecaver et al. 2017). For each host–pathogen combination, normalized gene counts from expressed genes were estimated separately from host and pathogen transcripts. Normalized host and pathogen transcriptomes were then combined and used to calculate correlations among all transcripts. The pipeline was run twice: once for common bean infected with Botrytis and once for cowpea infected with Botrytis. Pearson correlation coefficient values for each gene pair were calculated, then scored for mutual rank. Mutual ranks were used to call modules of tightly co-expressed genes using ClusterONE with a decay rate of 5 (Nepusz et al. 2012). Networks with at least 10 gene members and a significant network correlation statistic (*P* < 0.05) were retained for further analysis. This yielded 378 total host & Botrytis networks on common bean, and 428 total networks of host & Botrytis networks on cowpea. Across this set of networks, the average number of genes per network was 18. For gene co-expression networks of interest, overall network expression level was calculated by z-scaling expression values within each gene in the dataset and taking the mean expression across genes in the network.

### Host legume orthology analysis

To compare responses to Botrytis directly between the 2 host species, orthology analysis was conducted with Orthofinder (Emms and Kelly 2019). Briefly, this analysis used predicted proteomes from each host species to identify orthogroups across the 2 species. The algorithm then infers gene trees, a rooted species tree, and then analyzes the rooted gene trees to identify orthologs and gene duplication events. This results in a full list of predicted orthologs between the species, including single-copy orthologs and any duplicated genes.

To estimate the main functions of host single-copy orthologs from Orthofinder grouped by their response to infection vs mock, gene ontology (GO) enrichment analysis was performed using the R package topGO (Adrian Alexa 2017). This involved 4 separate tests: GO enrichment of genes upregulated in both hosts, genes downregulated in both hosts, genes upregulated in common bean but downregulated in cowpea, and genes upregulated in cowpea but downregulated in common bean. The analysis tested for enrichment of terms from the Biological Process ontology among differentially expressed single-copy orthologs, using all single-copy orthologs as the background. Enrichment was assessed with Fisher's exact test under the classic algorithm, and terms were ranked by *P*-values.

To assess the relative contribution of host and Botrytis genetic diversity to the expression of host single-copy orthologs, a generalized linear model with a negative binomial distribution (log link) was fitted using the glmmTMB R package:

Ortholog expression ∼ host + isolate + host × isolate

Model significance was evaluated using type II Wald chi-square tests implemented in the car package. Resulting *P*-values were adjusted for multiple comparisons using the FDR correction (Benjamini and Yekutieli 2001). Variance components were calculated from sums of squares.

## Supplementary Material

jkag125_Supplementary_Data

## Data Availability

All data supporting this study are included in the main article and/or the supplementary information. The RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) under accession GSE329643 and in the NCBI Sequence Read Archive (SRA) under BioProject ID PRJNA1217477. Supplemental material available at *G3* online.

# Supplementary material for: Host–Botrytis co-transcriptomics reveals finely tuned interactions with closely related legumes
**Source:** G3 (Bethesda). 2026 May 12;16(7):jkag125. doi: 10.1093/g3journal/jkag125
**Supplement:** jkag125_Supplementary_Data

# **Supplemental Material**

**Table S1** ANOVA of lesion sizes during *Botrytis cinerea* infection of *Phaseolus vulgaris* and *Vigna unguiculata*.

**Table S2** Sequence and mapping information for all RNAseq samples collected in the study.

**Table S3** GO enrichment of the 58 solely host effect genes against the whole *Botrytis cinerea* genome when infecting *Phaseolus vulgaris* and *Vigna unguiculata*.

**Table S4** Differential expression analysis of all *Botrytis cinerea* genes across 2 host legume species (*Phaseolus vulgaris* and *Vigna unguiculata*).

**Table S5** Significantly enriched GO terms of the 422 Botrytis genes upregulated during infection of common bean and the 656 Botrytis genes upregulated during infection of cowpea.

**Table S6** 18 identified *Botrytis cinerea* GCNs with isolate specificity, but similarly expressed across hosts (*Phaseolus vulgaris* and *Vigna unguiculata*).

**Table S7** Gene lists for the main phytotoxic gene clusters in *Botrytis cinerea*, botrydial and botcinic acid.

**Table S8** Lesion sizes and mean expression level of key *Botrytis cinerea* phytotoxin clusters for each combination of *B. cinerea* isolate and host species (*Phaseolus vulgaris* and *Vigna unguiculata*).

**Table S9** Differential expression analysis showing Mock to Infected log2FC of all host genes in the study.

**Table S10** GO enrichment of legume host single copy orthologs in *Phaseolus vulgaris* and *Vigna unguiculata* when infected with *Botrytis cinerea*.

**Table S11** 37 *Botrytis cinerea* infection-responsive host GCNs containing >=50% single copy orthologs between common bean (*Phaseolus vulgaris*) and cowpea (*Vigna unguiculata*).

**Figure S1.** **Least-squared means of lesion sizes of 72 Botrytis isolates on legume hosts over time.** Each isolate is shown as a different colored line and its lesion value is averaged across 8 host genotypes. HAI = Hours after inoculation.

Alt text: Plot showing change in lesion size (mm^2^) for each isolate from 72 HAI to 96 HAI. Each isolate is shown as a different colored line.

**Figure S2. Comparative lesion size residuals of specific isolates as a metric for specialism of each isolate.** Genotype residuals were calculated as the mean of one isolate on a given genotype subtracted from the overall mean of that isolate across the species. Species-level residuals were then calculated for each isolate by taking the absolute value sum of the four genotype residuals for each species. Outlying isolates are labeled with the isolate name. Correlation statistics: R^2^ = 0.458, p < 0.01.

Alt text: Scatter plot showing Botrytis isolates lesion residuals (mm^2^) and trendline when infecting common bean (on the x axis) and cowpea (on the y axis).

**Figure S3. PCA of overall Botrytis transcriptome at 48 HAI.** Shape of points show the species the infecting Botrytis isolate was collected from, where circles are common bean and triangles are cowpea. Points are colored by total transcript abundance of that isolate on that host species at 48 HAI.

Alt text: A scatter plot showing principal component analysis (PC1 vs. PC2) of Botrytis transcriptomes, with points colored by Botrytis transcript abundance and different shapes for host species (circles as common bean and triangles as cowpea).

**Figure S4. Individual Botrytis gene and network expression do not strongly contribute to lesion size.** a) Linear model results assessing the relationship between individual Botrytis gene expression and lesion size each gene’s correlation to lesion size (Lesion Size ~ Host + Gene Expression + Host * Gene Expression). Proportion of variance explained (R^2^) and significance (-log_10_ p value) are shown for each gene’s expression (left) and host x expression interaction (right). The dotted line denotes the significance threshold (p < 0.05). b) Mean expression of Botrytis gene networks in isolates associated with small versus large lesions. Network expression was calculated as the mean expression of all genes within each network for a given isolate. The top 10 and bottom 10 isolates ranked by lesion size (large and small lesion groups, respectively) were selected, and mean network expression was calculated for each network within each group. The NRPS networks discussed in Figure 6 are labeled.

Alt text: Four scatter plots where a) shows R^2^ on the x axis and -log_10_ p value on the y axis for the gene’s expression (left) and host x expression interaction (right). The lower two scatter plots show mean network expression values of small lesion isolates on the x axis and large lesion isolates on the y axis, with b) infecting common bean and c) infecting cowpea.

**Figure S5. Selected Botrytis co-expression networks containing several Botrytis genes with significant host x isolate interaction.** Overlapping Botrytis gene co-expression networks were detected when infecting both a) common bean and b) cowpea with slight differences. The network represents co-expression of a Botrytis gene cluster on chromosome 13. C) Z-scaled expression of these interaction networks on different hosts. Colored points and connecting lines represent different Botrytis isolates.

Alt text: Two Botrytis gene co-expression networks when infecting common bean (a) and cowpea (b). A third plot shows z-scaled network expression of each network on each host.

**Figure S6. PCA of host transcriptomes colored by a) Botrytis transcript abundance and b) lesion size at 96 HAI in mm^2^.** Each point represents a Botrytis isolate on either common bean or cowpea. Isolate colored grey represents the mock inoculation. PC1 accounts for 42% of the variance in cowpea, 39% variance in common bean; PC2 accounts for 8% of the variance in cowpea, 7% variance in common bean.

Alt text: Two sets of scatter plots (a and b) showing principal component analysis (PC1 vs. PC2) of samples for common bean and cowpea, with points colored by Botrytis transcript abundance in (a) and lesion size (mm²) in (b).

**Figure S7.**  **Expressed gene ortholog summary between common bean and cowpea.** Single copy (1:1) orthologs are those that have a single match in either legume species, while 1:many orthologs are those that have one gene in one species that match >1 in the other species, etc. Gene counts are colored by their significance in the model gene expression ~ infected + infected/isolate. “Infected only” are genes only significant in the *infected* main effect. “Isolate only” are genes only significant in the *infected/isolate* (nested) term. “Infected and isolate” are genes that are significant for both the *infected* main effect and the *infected/isolate* term.

Alt text: Two stacked bar plots showing the number of genes by orthology category for common bean (left) and cowpea (right), with bars divided into significance groups (infected and isolate, infected only, isolate only, and no effect) and the y-axis representing gene counts.

**Figure S8. Differential expression of host genes in response to infection with Botrytis cinerea separated by orthology group.** Highlighted genes have a significant response to infection (p < 0.05) and mock to infected log2FC >= 1 or <= -1.

Alt text: Four volcano scatter plots showing differential gene expression with log2 fold change (mock vs. infected) on the x-axis and –log10(p-value) on the y-axis for common bean (top) and cowpea (bottom), separated into genes with no orthology (left) and single-copy orthologs (right), with points colored by significance (red: upregulated, blue: downregulated, gray: not significant).

How the deposited data were processed for this re-analysis (not part of the article)

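Leaves of common bean (genotype UC Cran) and cowpea (genotype IT97K-499-35) were inoculated with 72 Botrytis isolates, and RNA was sequenced at 48 HAI in 3 biological replicates, with 3 sequencing batches for each host. The deposited tables hold 215 libraries of common bean and 216 of cowpea, of which 212 and 214 are infected leaves and 3 and 2 are mock-inoculated leaves. The deposited labels place all 5 mock-inoculated libraries at 0 HAI, whereas the paper calls its mock-inoculated leaves time-matched. Mock-inoculated libraries at 48 HAI are listed in Supplementary Table 2 among 444 libraries. These and 1 mock-inoculated library of cowpea at 0 HAI are not analysed here. Supplementary Table 2 also lists 7 infected libraries that have no values in their own batch. That of 01_05_17 in cowpea batch 1 may be 1 of the 2 placed in batch 2, and the others are not analysed here. Deposited labels do not number the replicates, and each library was given its replicate from its column name and from Supplementary Table 2. For 6 of the 144 pairs of a host and an isolate the deposited tables hold 2 libraries, and 2 cowpea libraries of isolate 01_05_17 fall in batch 2 and 2 of UKRazz in batch 3.

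The authors trimmed the reads, mapped them with HISAT2 to the host genome and the remaining reads to the Botrytis B05.10 genome, counted reads per gene and deposited a signal in CPM with TMM normalization. The deposited values of host genes and Botrytis genes add up separately, so the authors' scaling was done for each organism on its own. All 11178544 values above 0 were checked to be whole multiples of a single step in each library and organism within 0.1 of a step, and the number of reads behind each value was recovered by dividing by the step. TMM size factors computed here from these reads, divided by those of the deposited values, ran from 0.997 to 1.00 for host genes and from 0.980 to 1.03 for Botrytis genes. The design written at the start assumed read counts and mock-inoculated libraries at 48 HAI. With normalized values in the tables, the tests planned for counts were replaced by limma-trend on log2(CPM + 1), with the limma-voom test on recovered reads as an alternative.

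Infected libraries of common bean held between 12864 and 1924894 Botrytis reads and those of cowpea between 19885 and 3361960, and 69 of the 426 held fewer than 200000. At 100000 Botrytis reads a gene at 10 CPM has 1 read, so that values of low genes in such libraries carry counting error of the size of the value itself. The deposited tables do not hold each gene of the genomes. Host genes were filtered at 1 CPM in at least 20% of the libraries, which left 15918 of 16181 genes in common bean and 16842 of 17030 in cowpea. In the deposited values 266 common bean genes and 190 cowpea genes are under this limit. That is a few more than were left out, and the cause was not tested. Botrytis genes were tested when they were in both tables, 10493 in all.

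Values were fitted gene by gene with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and other steps were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper fitted a negative binomial mixed model with tray and sequencing batch as random effects, type II Wald chi-square tests and Benjamini-Yekutieli adjustment. That model was not fitted here, since the tray of each library is not given in the sources used here. Botrytis genes were fitted over infected libraries with host, isolate, host × isolate and sequencing batch within host. Host genes were fitted in each host with infection, isolate within infection and sequencing batch. Ortholog pairs were fitted over infected libraries with the terms of the Botrytis genes, after TMM over the recovered reads of 1491 pairs. P-values were adjusted with the Benjamini-Hochberg method at an FDR of 0.05. Principal components were computed on the means of each isolate and host, with genes centred and scaled. Lesion models took the lesion sizes of 65 isolates from Supplementary Table 8, with the isolate means as the unit. Correlations and differences over isolates were tested with 100000 permutations, with Pearson's r and Spearman's rho for each relation. Lesion sizes of groups of at most 5 isolates were tested with all permutations. Groups of 6 and 7 isolates, which arose with a replicate left out, were not tested. Supplementary Tables 4 and 9 could be read only in part. They gave 1998 genes and 1998 pairs, and the results that rest on them cover those parts. The module detection of the co-expression networks was not repeated, and the members were taken from Supplementary Tables 6 and 11. Gene ontology enrichment was not computed, and no tool for it is used here.

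A rule written at the start chose which genes are named. It took each gene whose ID the paper gives or whose name the supplementary tables pair with an ID, the 5 genes with the largest log2FC in each direction for the host contrast and the infection contrasts among those past the FDR with a mean of at least 5 CPM and the same direction in the 3 replicates, which for the host contrast pairs replicates by number only, since no batch holds both hosts, the 5 genes of smallest p for the isolate term and the interaction, and, of the genes on chromosomes 1 to 3 that Supplementary Table 4 describes as glycosyl hydrolase, cutinase, pectinesterase, cytochrome P450 or a polyketide or nonribosomal peptide synthase, the 5 largest of each that were 2-fold apart. Values in the paper's tables had been seen when it was written. Genes in runs on chromosomes were named after their values were seen.

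Alternatives set before the data were examined were median-of-ratios size factors, limma-voom, log2(CPM + 0.1) for results on means, no filter on low host values, no batch term, the sequencing batch as the unit, Benjamini-Yekutieli adjustment, libraries with at least 200000 Botrytis reads for the counts of Botrytis genes, genes centred without scaling, Spearman's rho and each replicate left out. Other alternatives were added later: those deeper libraries for components, correlations and runs of genes, libraries with fewer than 100000 Botrytis reads left out and the reads of the others thinned to 100000, with counts of genes given as the mean of 5 random draws, log2(CPM + 0.1) in the fits, ratios of mean CPM, subtraction of the mock rate, infection and batch as the only terms, 1 fit of both hosts, the share of Botrytis reads as a term, and linear models of lesion size and of that share on PC1 and PC2 over the points of both hosts. The mock rate of a Botrytis gene is its number of reads per host read in the mock-inoculated libraries of a host. The share of Botrytis reads entered the fits as its log2, centred within host, with its own slope in each host. Counts of genes were compared with 100 splits of the libraries into groups of the same sizes, and lesion models with 100 sets of permuted lesion sizes.

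The fits were tested on simulated data, with 200 genes changed for each term. Reads of the gene fits were drawn gene by gene with the spread of the deposited values, within limits. Batch effects and noise shared between genes were not simulated, so calls that come from these are not covered. Host effects of 1 on the log2 scale were recovered for 97.0% of the changed Botrytis genes, isolate effects with an SD of 1 for 96.5% and interactions of that size for 93.5%, with 3.96, 11.9 and 8.78% of the calls on unchanged genes. For ortholog pairs, 95.5, 98.0 and 95.0% were recovered. An infection effect of 2 on the log2 scale was recovered for 51.5% of the changed genes in common bean and 38.5% in cowpea, and isolate effects with an SD of 1 for 93.5 and 88.5%. For lesion models, 99.0% of the genes given a correlation of 0.5 with lesion size were recovered, with 9.17% of the calls on unchanged genes.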

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

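Tests chosen only after the result was seen were the comparison of mock profiles with infected libraries of the same batch, the search for abundant Botrytis genes without a read, the random sets of left-out libraries and, as alternatives added after the data were seen, the term for the share of Botrytis reads and the fit of both hosts in 1 model.

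Mock-inoculated libraries held Botrytis reads. Supplementary Table 2 lists the percent of reads mapped to Botrytis in mock libraries, and the paper does not analyse these reads by gene. There were 84695, 67702 and 41563 in common bean replicates 1, 2 and 3 and 63436 and 61981 in cowpea replicates 2 and 3. Reads carried over from infected libraries of the same sequencing batch would make the Botrytis profile of a mock library closest to its batch, and 0 of 5 libraries had such a profile. The median correlation was 0.40 with the infected libraries of the batch, 0.55 with mock libraries of the same host and 0.46 with those of the other host, so carry-over within a batch is not the whole cause. Plant reads assigned to Botrytis genes stay open. For the 100 genes highest in the mock libraries of each host, against infected libraries of the other host, reads per plant read in the 53 libraries with the highest share of Botrytis reads (53 for cowpea) over as many with the lowest were 0.946 in common bean and 1.23 in cowpea, against 2.71 and 2.99 for other genes with reads in mock, while the share of Botrytis reads rose 5.12-fold and 6.21-fold. A candidate explanation is that part of the reads mapped to Botrytis genes come from the plant. Botrytis RNA in the mock-inoculated leaves cannot be told apart from this for the remaining reads. Of 1676 Botrytis genes that are abundant in infected libraries, 33 to 92 had no read in a mock library, more than the 0.04 to 5.13 that sampling gives, but the 26 infected libraries with as few Botrytis reads lacked a median of 30 of them, and single ones lacked more than any mock library did. The mock rate per plant read equals 9.57% of the Botrytis reads of infected common bean libraries and 9.73% of those of cowpea.

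The response of Botrytis genes to isolates differed between hosts, by the test of the interaction, for 3338 genes. In splits of the libraries, isolates were shuffled among those of the same host and batch. Of 100 splits 1 gave as many, the real split, and the highest of the others gave 484. Shuffling also removes the isolate effect and the depth that goes with an isolate. The splits therefore exclude chance where isolate labels carry no effect at all, and they cannot single out the interaction. The count depended on the libraries with fewer than 200000 Botrytis reads. Without these 69 libraries 100 genes passed, whereas leaving out 69 libraries at random gave 1198 to 3515 in 20 sets (median 2275.5). Low depth by itself also gave calls. When random groups of the deeper libraries were thinned to the depths of the shallow ones, the count came to between 1214 and 2993 in 5 sets (median 1980), and with limma-voom to between 824 and 1639. With the share of Botrytis reads as a term, 24.8% of the genes stayed past the FDR. A part of these calls may therefore come from uneven depth, and since the share of Botrytis reads also carries the amount of Botrytis in the leaf, its term does not separate a technical part from a biological one. Leaving out replicate 1, 2 or 3 gave 1643, 1145 and 2160 genes. A response of the isolates that depends on the host stays open as the biological explanation.

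Isolate effects on host orthologs differed between hosts, by the test of the interaction, for 998 of 1491 pairs. With isolates shuffled within host and batch, 1 of 100 splits was as large, the real one, and the others gave at most 25 pairs. Since shuffling also removes the isolate effect, these splits cannot single out the interaction. With the share of Botrytis reads as a term, 36.9% of the pairs stayed past the FDR. The share had its own slope in each host. A difference between hosts in how much Botrytis an isolate brings is a candidate explanation for the pairs that did not stay. Hosts that respond differently to the same amount are another, and this fit does not separate them. Without replicate 2 the count was 338, and without replicates 1 and 3 it was 685 and 670. A host that responds to the same isolates in another way is the biological explanation. It stays open for the pairs that stayed past the FDR and for those that did not, since the share also carries the amount of Botrytis in the leaf. This explanation was not tested in another way.

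The infection response of ortholog pairs differed between hosts for 68 of 1491 pairs in 1 fit of both hosts. These calls rest on 3 mock libraries of common bean and 2 of cowpea. Leaving out the mock library of common bean replicate 1, 2 or 3 left 38, 22 and 14 of them called, and leaving out that of cowpea replicate 2 or 3 left 4 and 4. With so few mock libraries, a loss of power and a single unusual library cannot be told apart. No split of the libraries was drawn for this result. The hosts differ in species, genotype and deposited mock batches, so a species difference stays open and was not tested on its own.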

How the results depend on the processing

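Alternatives chosen only after the data were seen are the thinning of reads, the subtraction of the mock rate, log2(CPM + 0.1) in the fits, infection and batch as the only terms, 1 fit of both hosts with its own alternatives, and the components and runs of the deeper libraries.

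Of the comparisons of a main result with an alternative, 299 kept the direction and the side of the threshold, or stayed within 1.5 times the count or within the spread between replicates, 34 were stronger, 28 weaker, 25 moved and 8 reversed. Of the comparisons for single genes, networks and smaller counts, 609 were the same, 36 stronger, 41 weaker and 16 reversed. The counts of Botrytis genes with a host effect or any effect, of common bean genes with an isolate effect and of pairs with a host or an isolate effect stayed within 1.5 times under each alternative run, except for 1796 genes with a host effect, in place of 6520, with the sequencing batch as the unit, which leaves 3 values per host. Where no reason is given, the cause was not tested.

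Depth limits the interaction most. In libraries with at least 200000 Botrytis reads, 100 Botrytis genes had an interaction and 2442 only a host effect, PC1 explained 17.3% and PC2 10.5% of the variance, PC2 and the share of Botrytis reads had r = 0.40 on common bean and 0.46 on cowpea, 10 of the 100 top genes were in runs, and the log2FC of Bcin03g02860 and Bcin15g03480 was 0.0700 and 0.15 in place of -0.15 and -0.0628. With libraries of fewer than 100000 Botrytis reads left out and the reads of the others thinned to 100000, which mixes both changes, the mean count over 5 draws was 5063.8 for isolate, 173.6 for the interaction and 2217.4 for host only, and in the first draw PC1 explained 15.5% and PC2 7.38%, PC2 and the share on common bean had r = -0.14, 3 genes were in runs, and Bcin02g00013 and Bcin15g03480 had 0.0667 and 0.18. With the mock rate subtracted, 659 genes were 2-fold higher on cowpea and 895 on common bean, and the log2FC reversed for Bcin01g03100 (0.0150), Bcin01g11150 (0.24), Bcin10g04880 (3.86), Bcin11g01730 (0.26), Bcin14g04010 (-0.34) and Bcin15g03990 (0.12), whose mock rate on the higher host came to at least 98.9% of the reads. For these 6 genes the subtraction leaves the higher host at or near the floor by construction, so the values are set by the pseudocount and are no measured fold.

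With limma-voom, 564 Botrytis genes had only a host effect, 1476 cowpea genes passed for infection (243 higher and 1233 lower), and 9.00% of the pairs passed in both hosts, 0.339% in opposite directions. In 1 fit of both hosts these were 17.0 and 0.268%, in place of 0 with a fit for each host. With log2(CPM + 0.1), 2048 genes had only a host effect, 771 were 2-fold higher on cowpea and 502 on common bean, 1 cowpea gene passed for infection, PC1 explained 24.4%, PC2 and the share had r = 0.29 on common bean and -0.0033 on cowpea, and co-expression in the Botrytis networks was 0.72 on the host where found and 0.70 on the other. With Spearman's rho it was 0.65 and 0.62, and with median-of-ratios size factors 0.61 and 0.59. With those size factors 5 Botrytis networks differed between hosts, 44 pairs differed in their response, and in common bean 3118 genes rose and 4898 fell with infection in place of 3807 and 3868. With Benjamini-Yekutieli adjustment, which is stricter by construction, the interaction passed for 1900 genes and infection for 3716 common bean genes, and with infection and batch as the only terms 3425 did. Without the batch term 25 pairs differed in their response. With genes centred only, PC2 of Botrytis explained 10.5% and its r with the share on common bean was 0.39, and PC1 explained 78.1% in common bean and 68.2% in cowpea.

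With 1 replicate left out, which leaves fewer libraries, ranges were 1145 to 2160 for the interaction, 1904 to 2554 for host only, 1660 to 6519 for infection in common bean and 0 to 3300 in cowpea, 9 to 7740 for isolate in cowpea, 338 to 685 for the interaction of pairs, 0 to 23.1% of pairs in both hosts, 0 to 0.271% in opposite directions, and 1 to 43 pairs that differ in response, mock libraries left out one by one included. Replicate 2 of common bean (infection 1660 without it), replicate 1 of cowpea (infection 3300) and replicates 2 and 3 of cowpea (isolate 4215 and 9) changed a count by more than 1.5 times, as did each replicate for the interaction of Botrytis genes and replicate 2 for host only (2554) and the interaction of pairs (338). Expression passed for 0 to 942 genes in the lesion models, the highest without replicate 2. PC1 of Botrytis explained 23.3 to 26.6%, PC2 7.49 to 8.35%, and PC1 of the hosts 49.5 to 50.5% in common bean and 39.0 to 42.6% in cowpea. These components were computed anew, and without replicate 1 PC2 of Botrytis had r = 0.74 with that of all replicates. Ranges of r were -0.12 to 0.46 for PC2 and the share on common bean and 0.0065 to 0.34 on cowpea, 0.18 to 0.33 for PC1 and lesion size on cowpea, 0.19 to 0.28 and -0.0155 to 0.24 for PC2 and lesion size on common bean and cowpea, 0.26 to 0.38 for PC1 of cowpea and lesion size, -0.0170 to 0.0168 and -0.0455 to 0.0510 for botcinic acid and lesion size on common bean and cowpea, and 0.23 to 0.36 for botrydial on cowpea. Between hosts, botcinic acid cluster expression differed by -0.29 to 0.20, botrydial by -0.34 to 0.52, and networks 6, 7, 10, 11 and 12 in the order of Supplementary Table 6 by -0.11 to 0.21, -0.28 to 0.0101, -0.17 to 0.14, -0.19 to 0.0443 and -0.34 to 0.0210, with 2 to 8 networks past the threshold. Networks 5, 9, 14, 16 and 17 also changed direction, with -0.0158 to 0.15, -0.16 to 0.0252, -0.0055 to 0.0787, -0.28 to 0.0101 and -0.0051 to 0.13, and network 1 did with median-of-ratios size factors (0.0015 in place of -0.0180). Co-expression in the networks was 0.71 to 0.73 on the host where found and 0.70 to 0.74 on the other, and the log2FC of Bcin09g07130 -0.0945 to 0.33.

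Alternatives set at the start and not run were an edgeR likelihood ratio test and a DESeq2 Wald test with batch and infection only, which were left out although reads were recovered, with limma-voom as the only test run on those reads, and mock libraries of 0 and 48 HAI together, since the processed tables hold no values for mock libraries at 48 HAI. Without a filter Botrytis genes gave the same list, since all 10493 genes pass it.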

Differences from the paper's values

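Alternatives chosen only after the values were seen are log2(CPM + 0.1) in the fits, the ratio of mean CPM, the thinning of reads, the subtraction of the mock rate and the models of components over both hosts together.

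The paper finds 58 Botrytis genes with a host effect only and 880 with an isolate effect only, against 1356 and 1857 here. In Fig. 3b, read by eye, the paper has about 4000 genes with all 3 effects, about 4400 with an isolate effect and an interaction, about 610 with a host and an isolate effect and about 190 with none, against 1958, 1254, 3115 and 827 here. With limma-voom 270 genes had none, within 1.5 times the paper's value. For the other of these counts the value stays apart from the paper's under Benjamini-Yekutieli adjustment, median-of-ratios size factors, limma-voom, no batch term, each replicate left out and libraries with at least 200000 Botrytis reads, and for genes with none under these but limma-voom.

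The paper finds 1078 genes at least 2-fold apart between hosts, 656 higher on cowpea and 422 higher on common bean, against 607, 336 and 271 here. Of the alternatives set before the data were examined, leaving out replicate 2 comes within 1.5 times the paper's value for the total (735) and for cowpea (474), and for common bean median-of-ratios size factors (283), leaving out replicate 3 (376), libraries with at least 200000 Botrytis reads (299) and the sequencing batch as the unit (317). The others, among them Benjamini-Yekutieli adjustment, limma-voom, no batch term and leaving out replicate 1, do not. With log2(CPM + 0.1), chosen after seeing the values, 771 genes are higher on cowpea and 502 on common bean, and it drops 23 (11.9%) of the genes that the paper has 2-fold apart in the held part of Supplementary Table 4, against 94 (48.5%) with log2(CPM + 1). With the ratio of mean CPM, also chosen after seeing the values, 436 and 386 genes are, 822 in total, which is within 1.5 times the paper's value for the total and for common bean, and it drops 72. With the mock rate subtracted, again chosen after seeing the values, 659 genes are higher on cowpea, and it drops 69.6% of those genes. With reads thinned to 100000 per library and libraries with fewer left out, chosen after seeing the values too, 355.2 are higher on common bean, and the first draw drops 51.5%.

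In Supplementary Table 4 the paper's log2FC, common bean minus cowpea, is 8.04 for Bcin02g01700, -5.81 for Bcin01g03100, -1.76 for Bcin02g07520 and -1.70 for Bcin01g11150, against 6.37, -2.86, -1.47 and -1.22 here. None of the alternatives set before the data were examined, which are median-of-ratios size factors, limma-voom, no batch term, libraries with at least 200000 Botrytis reads and each replicate left out, brings any of these 4 values within the SD of replicates of the paper's. With log2(CPM + 0.1), chosen after seeing the values, which drops the 23 genes named above, Bcin02g01700 has 8.17, within that SD.

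The paper gives 3.67% of the variance for PC2 and, in Fig. 3a, read by eye, about 6.7% for PC1 of Botrytis expression, against 8.92 and 27.5% here. Under no alternative set before the data were examined, which are log2(CPM + 0.1), median-of-ratios size factors, each replicate left out and genes centred only, is either value within 1.5 times the paper's.

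The paper finds an infection effect in 12% of cowpea genes of the genome, against 0% here with limma-trend, where 5495 of 16842 genes have an unadjusted p under 0.05. Leaving out replicate 1 gives 10.3%, within 1.5 times the paper's value. Limma-voom gives 4.62%, and Benjamini-Yekutieli adjustment, median-of-ratios size factors, no batch term, no filter on low values and leaving out replicate 2 or 3 give 0%, which do not reach it. In Fig. 7, read by eye, the paper has about 1.5% of the common bean genes with an infection effect without an isolate effect, against 2.72% here. Within 1.5 times the paper's value are Benjamini-Yekutieli adjustment (1.13%) and leaving out replicate 3 (1.38%), and median-of-ratios size factors, limma-voom, no batch term, no filter on low values and leaving out replicate 1 or 2 are not.

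The paper states that the interaction ranks after isolate and ahead of host among Botrytis genes, and here the counts are 8184 for isolate, 6520 for host and 3338 for the interaction. It associates PC2 and not PC1 with lesion size, in a model over the points of both hosts together. That model, fitted here after seeing the values, gives p = 0.11 for PC1 and 0.0023 for PC2, which is no difference from the paper, and with host as a term 0.13 and 0.26. Within each host r is 0.27 on common bean and 0.13 on cowpea for PC2 and 0.05 and 0.27 for PC1, with no adjusted p under 0.05 among these 4. It associates PC2 with the abundance of Botrytis transcripts, taken as total mapped Botrytis reads, and names no such relation for PC1. The share of Botrytis reads used here is another measure. With the share, the model over both hosts gives p = 1.8e-04 for PC2 and 4.9e-34 for PC1. Within each host r of PC1 and the share is 0.84 on common bean and 0.81 on cowpea. Scores of single libraries and log10 of their Botrytis reads have r = 0.16 on common bean and -0.04 on cowpea for PC2. For PC1 these are 0.88 and 0.92. The paper names 4 genes whose expression goes with lesion size in interaction with the host. Here 0 genes pass the FDR for that term in linear models (800 at an unadjusted p under 0.05). Of the 4 genes, 3 are at an unadjusted p under 0.05 and 3 past the FDR over these 4 alone. It states no association of cowpea PC1 with lesion size, and here r is 0.33 (adjusted p = 0.013). It calls the variation of the 2 toxin clusters independent, in that a few isolates have low expression of 1 cluster or the other. None of the 4 isolates with low botcinic acid cluster expression is among the 14 with low botrydial cluster expression here, which is no difference from the paper, while over the 72 isolates the expression of the clusters has r = 0.52 on common bean and 0.41 on cowpea.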

Other observations

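Tests chosen only after the result was seen were the permutations of lesion size and, as alternatives added after the data were seen, the thinning of reads, the components of the deeper libraries, the subtraction of the mock rate, the term for the share of Botrytis reads and the correlations of the share with lesion size.

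Botrytis PC1 followed the share of Botrytis reads on both hosts. Low depth by itself is not the whole cause, since with libraries of fewer than 100000 Botrytis reads left out and the others thinned to an equal depth of 100000, r was 0.861 on common bean and 0.859 on cowpea. Libraries with few Botrytis reads are not the whole cause either, with r of 0.769 and 0.823 in libraries with at least 200000 Botrytis reads. Plant reads assigned to Botrytis genes, whose part is larger where Botrytis reads are few, and a difference between isolates in the state of Botrytis both stay open, and neither was tested for PC1.

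The paper does not report the correlation of the share of Botrytis reads with lesion size. On common bean it was r = 0.10 (permutation p = 0.43, adjusted p = 0.43 over 4 relations) and rho = 0.07 (p = 0.57), with r = 0.08 without 2 isolates and 0.13, -0.01 and 0.07 in the replicates, over 65 isolates. On cowpea it was r = 0.28 (p = 0.023, adjusted p = 0.031) and rho = 0.26 (p = 0.035), with r = 0.36 without 2 isolates and 0.35, 0.04 and 0.20 in the replicates. Lesion size on common bean and on cowpea had r = 0.67 and rho = 0.73 (p = 1e-05 for both, the smallest the permutations can give) with an adjusted p of 4.0e-05 and r = 0.64 without 2 isolates, and lesion size has no value per replicate of this experiment. The share of Botrytis reads on the hosts had r = 0.47 (p = 6.0e-05, adjusted p = 1.2e-04) and rho = 0.52 (p = 1e-05), with r = 0.41 without 2 isolates and 0.36, 0.17 and 0.28 between replicates of the same number.

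Plant reads assigned to Botrytis genes are a candidate explanation for part of the 2-fold differences of Botrytis genes between hosts. With the mock rate per plant read subtracted, 38.9% of the 607 genes stayed 2-fold apart and past the FDR, 92 of them higher on cowpea and the rest on common bean. More than 50% of the reads on the higher host were at the mock rate for 62.1% of the 607 genes and 29.1% of the other genes. Where the rate reaches the reads of a gene, subtraction leaves the gene at the floor by construction, so that the loss of its difference is no separate evidence. Over all genes the count rose from 607 to 1554 after subtraction, for a reason that was not tested. The 2 mock libraries of cowpea and 3 of common bean are too few to set the rate of single genes, and plant reads cannot be told apart from Botrytis RNA in the mock-inoculated leaves for these genes.

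With the share of Botrytis reads of each library as a term, 76.03% of the common bean genes with an isolate effect and 63.4% of the Botrytis genes with one stayed past the FDR, so the share is not the whole cause of these effects. In cowpea 4.64% of the genes stayed, so that the amount of Botrytis reads may account for most isolate effects there. The share holds the amount of Botrytis in the leaf and the yield of each library together, and these were not separated. The difference between the hosts in these percentages was not tested.

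Chance in the grouping of single libraries can be excluded for the count of Botrytis genes with a host effect, at least 2-fold apart and with an isolate effect, where 1 of 100 splits was as large and the other splits gave at most 703, 1 and 278 genes. The same holds for ortholog pairs with a host or an isolate effect, with at most 817 pairs with a host effect in the other splits and fewer with an isolate effect, and for isolate effects in common bean and cowpea, with at most 3 and 2468 genes. For infection in common bean 1 of 100 splits was as large, so chance can be excluded, but another split gave 7032 genes against 7675. In that contrast 3 mock libraries stand against the infected libraries of 72 isolates. For cowpea, with 2 mock libraries, no splits were drawn. Splits for a host effect exchange single libraries between hosts, and no sequencing batch holds both hosts, which were grown apart. A difference between experiments or batches is therefore not excluded for any host effect. With the sequencing batch as the unit, 1796 Botrytis genes had a host effect.

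For lesion size, 2040 Botrytis genes had an unadjusted p under 0.05 for expression. Of 100 sets with lesion sizes permuted over isolates, together on both hosts, 5 gave as many (median 503.5), so chance cannot be excluded. For the interaction 14 of 100 sets did.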
